# Systematic diet composition swap in a mouse genome-scale metabolic model reveals determinants of obesogenic diet metabolism in liver cancer

**DOI:** 10.1016/j.isci.2023.106040

**Published:** 2023-01-24

**Authors:** Frederick Clasen, Patrícia M. Nunes, Gholamreza Bidkhori, Nourdine Bah, Stefan Boeing, Saeed Shoaie, Dimitrios Anastasiou

**Keywords:** Biological sciences, Physiology, Cellular physiology, Cancer

## Abstract

Dietary nutrient availability and gene expression, together, influence tissue metabolic activity. Here, we explore whether altering dietary nutrient composition in the context of mouse liver cancer suffices to overcome chronic gene expression changes that arise from tumorigenesis and western-style diet (WD). We construct a mouse genome-scale metabolic model and estimate metabolic fluxes in liver tumors and non-tumoral tissue after computationally varying the composition of input diet. This approach, called Systematic Diet Composition Swap (SyDiCoS), revealed that, compared to a control diet, WD increases production of glycerol and succinate irrespective of specific tissue gene expression patterns. Conversely, differences in fatty acid utilization pathways between tumor and non-tumor liver are amplified with WD by both dietary carbohydrates and lipids together. Our data suggest that combined dietary component modifications may be required to normalize the distinctive metabolic patterns that underlie selective targeting of tumor metabolism.

## Highlights

• A method to study effects of diet composition on mouse liver cancer metabolism
• Western diet increases glycerol and succinate production in both tumor and liver
• Western diet amplifies tumor/non-tumor tissue metabolic differences
• Dietary carbohydrates and fatty acids together promote tumor lipid metabolism

## Introduction

Cellular metabolic activities are largely determined by availability of nutrients and the expression of specific metabolic enzymes in cells.^1^^,^^2^ In multicellular organisms, metabolic enzyme expression in tissues is regulated by multiple mechanisms that operate at the cellular, tissue and organismal levels. Given that diet composition can have profound effects on body homeostasis and disease progression, understanding the interaction between dietary nutrient content and gene expression under conditions of clinical interest may offer insight into how diet modifications can be used to alter the course of disease. In this context, we examined the interplay between diet composition and gene expression in a mouse model of liver cancer.

A significant increase in the incidence of human liver cancer is projected over the next few decades with limited therapeutic options available.^3^^,^^4^^,^^5^ Similar to other tumor types, liver cancer can be promoted by “Western-style” diets (WD) that are rich in fat and processed sugars.^6^^,^^7^^,^^8^ Human and mouse studies indicate that chronic consumption of WD can lead to systemic dysregulation of insulin signaling and lipid metabolism; the ensuing inflammation and tissue damage are thought to promote mutations that lead to oncogenic transformation in hepatocytes.^7^^,^^8^^,^^9^

Both the nutrients in WD and systemic dysregulation of homeostatic mechanisms because of chronic WD consumption can influence, directly or indirectly, metabolic gene expression in hepatocytes.^10^^,^^11^^,^^12^ Concomitantly, oncogenic mutations impose metabolic wiring in hepatic tumors that is distinct from that of the surrounding host tissue and supports tumor growth and survival.^13^^,^^14^ However, it is unclear how the diet-induced chronic changes in gene expression in hepatic tissues influence the fueling of liver cancer metabolism by dietary nutrients. It is also unclear whether modulation of diet composition, alone, suffices to relieve the metabolic features that promote tumor growth.^15^^,^^16^^,^^17^ Investigation of such questions requires a global survey of metabolic activities in tissues because diverse dietary nutrients simultaneously fuel multiple metabolic pathways that are extensively interconnected. Despite significant progress in analytical methods and targeted tracing of metabolic activities *in vivo*, measurements of actual metabolic activities (fluxes) on a global scale remains challenging.^18^^,^^19^

Genome-scale metabolic models (GSMMs) are mathematical frameworks that comprehensively describe as many metabolic reactions, in a cell or organism, as possible, and can be used to predict metabolic fluxes at a whole-genome scale.^20^^,^^21^ To explore specific biological questions, metabolic input and intracellular fluxes in GSMMs can be constrained with information from various experimental data types.^22^ Metabolic input into GSMMs can be constrained with experimental measurements of metabolite consumption^23^^,^^24^^,^^25^ or, where such information is not readily obtainable, based on the content of the diet consumed by an animal.^26^ Computational methods can further be used to estimate enzyme activities from gene or protein expression datasets.^22^^,^^27^ Together, nutrient input and expression-based intracellular flux constraints significantly improve the accuracy of model predictions in specific biological contexts.^28^ Therefore, constraint-based modeling has been successfully used to simulate the effect of diet on metabolism^29^^,^^30^^,^^31^^,^^32^ or interrogate complex metabolic features in various diseases, including cancer, at a whole-genome scale.^23^^,^^33^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^ However, there have been no studies that systematically examine how various nutrient components in animal diet influence metabolic fluxes in GSMMs of mammalian tissues.

Several human GSMMs (hGSMMs) exist and include the Recon series (Recon1, 2 and 3D),^35^^,^^39^^,^^40^ the Human Metabolic Reaction series (HMR 1 and 2),^36^^,^^41^ and, more recently, Human-GEM.^34^ Individual hGSMMs have been previously used as templates to accelerate construction of GSMMs for other organisms of research interest, including the mouse.^26^^,^^42^^,^^43^^,^^44^ Given that the ensembles of metabolic reactions in existing hGSMMs do not fully overlap with each other, integration of multiple hGSMMs could be a useful way to generate more comprehensive mouse GSMM (mGSMM). However, such efforts are cumbersome, in part because of the use of nonstandard identifiers for components between existing models.^26^^,^^34^^,^^43^ New mGSMMs would be of great value given the wide-spread use of mice in metabolic research and, more broadly, as a pre-clinical model for human disease.

In this study, we construct a new mGSMM and use it to investigate how dietary nutrients and gene expression changes associated with chronic exposure to a WD combine to influence metabolism in the livers of mice with liver cancer.

## Results

### Changes in expression of genes that control metabolic processes by a tumor-promoting western-style diet

To study the interplay between diet composition and diet-induced changes in gene expression in the context of hepatic tumor development, we injected mice with the carcinogen diethylnitrosamine (DEN), or left them untreated (nonDEN) and fed them either a western-style (WD) or control diet (CD)^7^ (henceforth, referred to as DEN^WD^/nonDEN^WD^ and DEN^CD^/nonDEN^CD^, respectively) (Figure 1A, Table S1).

**Figure 1:**
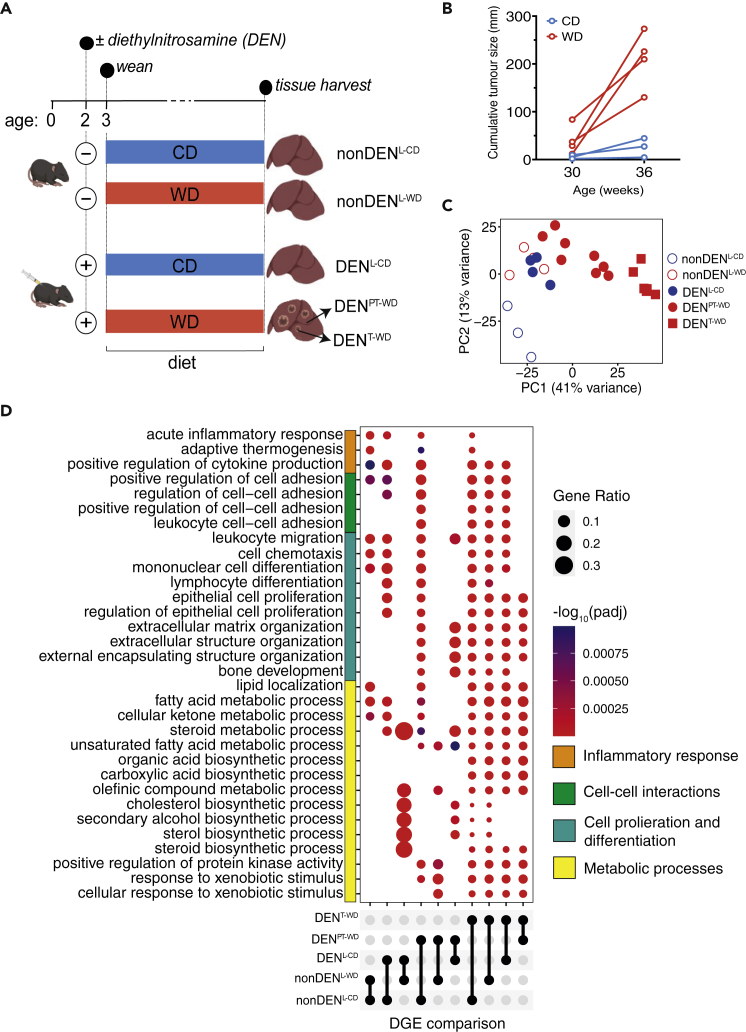
A western diet promotes mouse liver cancer development and elicits distinct hepatic gene expression profiles (A) Summary of the experimental mouse liver cancer model and tissue sampling times in this study. Mice at two weeks of age were injected with the carcinogen diethylnitrosamine (DEN). Starting at the time of weaning, mice were fed a western diet (WD), or a matched control diet (CD). At 36 weeks of age mice were culled and liver tissue was harvested for RNA-sequencing. (B) Cumulative tumor size of three DEN^CD^ mice and four DEN^WD^ mice at 30 and 36 weeks of age measured by magnetic resonance imaging (MRI). Tumor burden in DEN^WD^ mice increases significantly more over time than that in DEN^CD^ mice (paired t-test, p value <0.05). (C) Principal component analysis (PCA) of gene expression data derived from RNA-Sequencing analysis of tissue samples described in panel A. (D) Gene ontology (GO) biological process over-representation test for differentially expressed genes using the *enrichGO* function and visualised with the *dotplot* function from the *clusterProfiler* package. For each comparison, the bottom condition is used as baseline. Benjamini-Hochberg correction was used with a q-value cut-off of 0.01 and is represented by dot color. Dot size represents the fractional number of genes enriched within a particular biological process compared to the total gene set size.

Mice consumed either diet at similar rates (Figure S1A), however, more tumors were detectable by 25–29 weeks of age in DEN^WD^ compared to DEN^CD^ mice (Figure S1B). Between 30 and 36 weeks of age, tumor burden increased significantly in DEN^WD^ mice compared to DEN^CD^ mice (p = 0.02, paired t-test), and by 39 weeks 55% DEN^CD^ and 100% of DEN^WD^ mice had tumors (Figures 1B and S1B). These data confirmed the previously observed tumor-promoting effects of WD relative to CD.^7^ Tumors in DEN^CD^ mice were too small to reliably separate from peritumoral tissue, and because processes associated with aging may convolute comparison of heterochronous tumors, we did not attempt to further age DEN^CD^ mice to obtain resectable tumors.

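RNA from 25 liver and tumor samples of male C57BL/6J mice, an inbred laboratory strain, was sequenced in 5 groups, one library per sample (Figure 1A). The groups were liver of untreated mice fed the control diet (nonDEN L-CD, n = 3), liver of untreated mice fed the western diet (nonDEN L-WD, n = 4), liver of DEN-injected mice fed the control diet (DEN L-CD, n = 4), peritumoral liver of DEN-injected mice fed the western diet (DEN PT-WD, n = 8) and tumors of DEN-injected mice fed the western diet (DEN T-WD, n = 6). DEN, a carcinogen that is activated in hepatocytes, was given at 25 mg/kg, and tissue was taken at 36 weeks of age according to the legend of Figure 1A, while the supplementary figures also give a later age for DEN-injected mice. Libraries were made from polyadenylated RNA and read from a single end. The authors aligned the reads to the mouse genome GRCm38 with STAR and used RSEM to estimate an expected count, a TPM (the gene's share of all transcripts, corrected for gene length) and an FPKM (reads scaled to gene length and library size) for each of 48795 genes. RSEM divides a read that matches several genes between them, so that an expected count need not be a whole number and genes with near-identical copies are not fully separated. Neither the paper nor the files state whether the counting used the strand of the reads. The paper states 40 M (mega) sequenced reads in total, without saying whether per library, and all values here rest on the reads counted on genes. Expected counts per library summed to between 26570081 and 28278208 (median 27610432) in nonDEN L-CD, between 28520935 and 31120744 (median 29018268) in nonDEN L-WD and between 24628880 and 29415013 (median 24844101) in DEN L-CD. The totals of DEN PT-WD libraries lay between 23225238 and 38074411 (median 25372343), and those of DEN T-WD libraries between 21530083 and 31410005 (median 29239813). The 10 genes with the most counts took 21.2% ± 1.70 (SD, n = 3) of the counts in nonDEN L-CD, 21.1% ± 1.31 (SD, n = 4) in nonDEN L-WD, 21.6% ± 0.42 (SD, n = 4) in DEN L-CD, 19.9% ± 1.39 (SD, n = 8) in DEN PT-WD and 24.4% ± 3.08 (SD, n = 6) in DEN T-WD. No pair of libraries of a group differed by as little as sampling noise, which would give a chi-square per gene near 1: the smallest value was 32.3.
For differential expression, expected counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test in a single fit over the 5 groups, with Benjamini-Hochberg adjustment over the 15625 genes that passed edgeR's filter on low counts. Genes with an absolute log2 fold change of at least 1 and an adjusted p-value of at most 0.05, the thresholds of the paper's methods, were called differentially expressed. In counts simulated for the same libraries, the procedure recovered 190 of 200 changed genes between nonDEN L-WD and nonDEN L-CD and 192 of 200 between DEN T-WD and DEN PT-WD. The planted changes were larger than the minimum fold change and spared the genes with the fewest counts, so recovery of smaller changes was not tested. The mean read length implied by the gap between each gene's length and its effective length was 74.1 ± 0.053 bases (SD, n = 7) in nonDEN libraries and 73.9 ± 0.115 bases (SD, n = 18) in DEN libraries (exact permutation test, two-sided, p = 0.000223). It also differed between nonDEN and DEN L-CD libraries (exact permutation test, p = 0.00303) but not between DEN PT-WD and DEN T-WD (exact permutation test, p = 0.871). The ranges overlapped, from 74.06 to 74.21 bases in nonDEN and from 73.71 to 74.14 bases in DEN libraries, and neither the paper nor the labels name a sequencing batch. A batch that follows the DEN injection cannot be told apart from it, since each kind of library then holds 1 condition of the injection. Such a batch would also separate DEN L-CD from nonDEN L-WD. These groups differed in 39 of the 15625 genes (5 to 64 with a replicate left out), so that a batch effect on many genes was not seen there.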

To assess gene expression changes caused by diet, carcinogen and tumor development, we analyzed the transcriptional profiles of available tumors and liver tissues using RNA sequencing. 

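Principal components were computed from the 500 genes of highest variance after DESeq2's variance-stabilizing transformation of the counts of all 25 libraries. PC1 accounted for 47.2% of the variance and PC2 for 17.7%. The share of PC1 moved most with all genes with at least 10 counts, to 37.6% (PC2 to 12.3%), and that of PC2 without the 58 genes correlated with pancreas genes, a setting chosen after seeing the data, to 10.5%. The mean score on PC1 was −19.4 ± 11.0 (SD, n = 3) in nonDEN L-CD, −18.7 ± 9.42 (SD, n = 4) in nonDEN L-WD, −13.3 ± 9.08 (SD, n = 4) in DEN L-CD, 2.76 ± 14.7 (SD, n = 8) in DEN PT-WD and 27.4 ± 8.37 (SD, n = 6) in DEN T-WD. DEN samples scored 26.4 higher than nonDEN samples (exact permutation test, two-sided, p = 0.00269), and 16.4 higher when the tumors were left out (exact permutation test, p = 0.0189). The paper describes tumors of DEN-injected mice on CD as too small to part reliably from the liver, so DEN L-CD samples may include tumor tissue. Between DEN L-CD and nonDEN L-CD, both on CD, the difference of 6.08 was within the spread of the replicates (exact permutation test, p = 0.457). With all genes, this difference was 12.4, and the 4 DEN L-CD samples all lay above the 3 nonDEN L-CD samples (exact permutation test, p = 0.0286). It was 10.0 with the same p without the pancreas-correlated genes. Tumors scored 24.7 higher than peritumoral liver (exact permutation test, p = 0.00566).
On PC2, the sign of which is arbitrary and was aligned between settings, the mean score was 13.6 ± 15.2 (SD, n = 3) in nonDEN L-CD, 5.24 ± 9.56 (SD, n = 4) in nonDEN L-WD, 1.14 ± 10.4 (SD, n = 4) in DEN L-CD, −3.39 ± 13.1 (SD, n = 8) in DEN PT-WD and −6.52 ± 11.3 (SD, n = 6) in DEN T-WD. Samples from mice fed WD differed from those fed CD by −8.98 (exact permutation test, two-sided, p = 0.117). Within nonDEN liver, where diet alone differs, the difference was −8.33 (exact permutation test, p = 0.457), and it changed sign, to 5.81, without replicate 2 of nonDEN L-CD. With all genes in place of the 500, the difference between diets on PC2 was −18.2 (exact permutation test, p = 0.0170), and that within nonDEN liver −43.8 (exact permutation test, p = 0.0286, the smallest p that 4 samples against 3 allow). Without the pancreas-correlated genes these differences were −7.56 (exact permutation test, p = 0.0473) and −22.5 (exact permutation test, p = 0.0286). Between DEN PT-WD and DEN L-CD the difference on PC2 was −4.53 (exact permutation test, p = 0.572), −7.77 with all genes (exact permutation test, p = 0.242) and −1.02 without the pancreas-correlated genes (exact permutation test, p = 0.792). With all genes, DEN L-CD scored −4.35 ± 7.22 (SD, n = 4), near the WD mean of −5.10, and nonDEN L-CD 36.4 ± 16.0 (SD, n = 3). Genes of pancreatic enzymes carried 23.8% of the squared loadings of PC2, against 2.2% if the loadings were even over the 500 genes.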

Principal component analysis (PCA) revealed two major PCs: PC1 (accounting for 41% of variance) was associated with effects of DEN and PC2 (13%) with diet (Figure 1C). Gene ontology (GO) analysis of differentially expressed genes across all pairwise comparisons revealed an enrichment in processes related to (a) inflammation, which were broadly linked to both diet and DEN; (b) cellular proliferation and cell-cell interactions, primarily associated with tumor or peritumoral tissues, and (c) metabolic processes, several of which were related to lipid metabolism and emerged, at varying degrees, as a function of diet, DEN or the transformation state of the tissue (Figure 1D).

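Between each pair of the 5 groups, the number of differentially expressed genes ranged from 39 to 3168 of the 15625 tested. Against nonDEN L-CD, 825 genes (506 higher, 319 lower) differed in nonDEN L-WD, 734 (432 higher, 302 lower) in DEN L-CD, 2077 (1596 higher, 481 lower) in DEN PT-WD and 3168 (2259 higher, 909 lower) in DEN T-WD. The lists for nonDEN L-WD and DEN L-CD shared 446 genes, all 446 changed in the same direction. Both lists rest on the same 3 nonDEN L-CD libraries, so their counts are not separate effects of diet and DEN. Against nonDEN L-WD, 39 genes (30 higher, 9 lower) differed in DEN L-CD, 432 (368 higher, 64 lower) in DEN PT-WD and 2447 (1629 higher, 818 lower) in DEN T-WD. Against DEN L-CD, 297 genes (238 higher, 59 lower) differed in DEN PT-WD and 2229 (1513 higher, 716 lower) in DEN T-WD. Tumors and peritumoral liver differed in 1235 genes (752 higher, 483 lower in tumors). Without the minimum fold change every count was higher, with 8439 genes for DEN T-WD against nonDEN L-CD, 1650 for DEN PT-WD against DEN L-CD and 5884 between tumors and peritumoral liver. Against nonDEN L-CD, more genes were then lower than higher in nonDEN L-WD (1876 and 1750) and in DEN L-CD (1902 and 1425). In the same setting, 3666 were higher and 3416 lower in DEN PT-WD, and 4342 higher and 4097 lower in DEN T-WD. With replicate numbers as a block, 741 genes differed between nonDEN L-WD and nonDEN L-CD, 298 between DEN L-CD and nonDEN L-CD and 2559 between DEN T-WD and nonDEN L-CD. The deviations of same-numbered libraries from their group means had mean correlations over genes of 0.135, 0.149 and −0.181 in these comparisons. With each replicate left out in turn, the count for DEN L-CD against nonDEN L-WD ranged from 5 to 64.

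**Figure D1:**
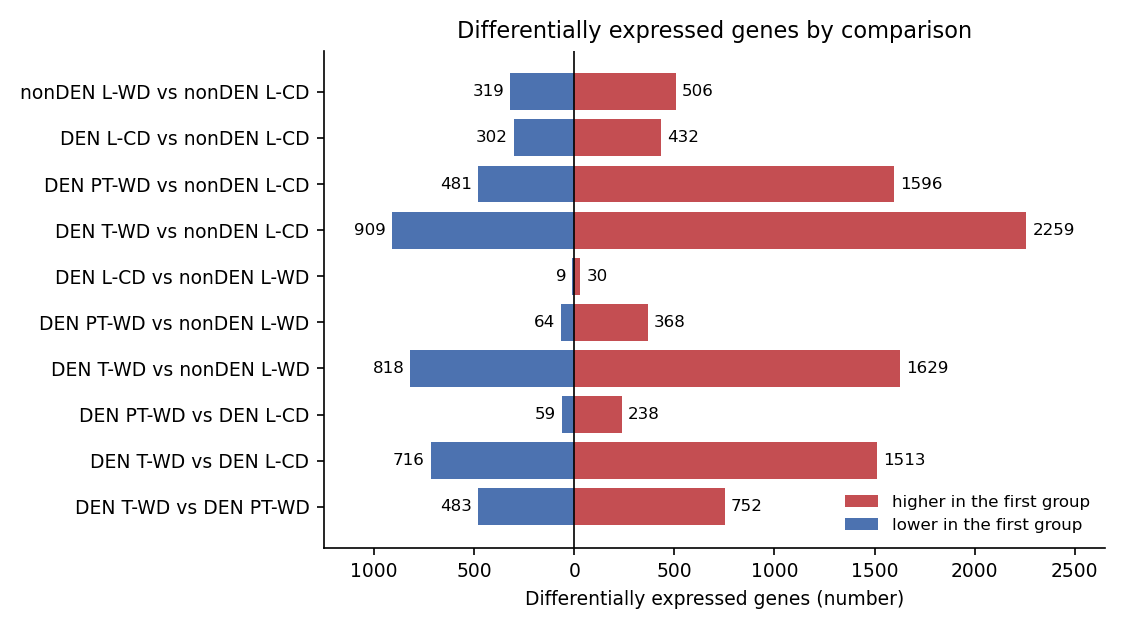
Number of differentially expressed genes (horizontal axis) in each of the 10 pairwise comparisons (vertical axis), with genes higher in the first-named group in red to the right and genes lower in blue to the left. Counts come from single fits and carry no error bars; the largest is that of tumors against nonDEN L-CD (3168 genes) and the smallest that of DEN L-CD against nonDEN L-WD (39 genes).

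Enrichment was tested with Fisher's exact test for 15 lists of marker genes of processes, in place of GO terms, with Benjamini-Hochberg adjustment over all 150 tests of lists and comparisons. Of these tests, 38 had q of at most 0.01, and 41 with DESeq2's Wald test. Of 20 inflammation and leukocyte genes, 13 were higher in DEN PT-WD than in nonDEN L-CD (q = 1.66e-06), 15 in DEN T-WD than in nonDEN L-CD (q = 2.46e-06), 5 in DEN PT-WD than in nonDEN L-WD (q = 0.000868) and 5 in DEN PT-WD than in DEN L-CD (q = 0.000192). For WD alone, nonDEN L-WD against nonDEN L-CD, 3 were higher (q = 0.226), while 9 of 14 acute phase genes were lower (q = 1.44e-07). For DEN on CD, DEN L-CD against nonDEN L-CD, 2 inflammation genes were higher (q = 0.483) and 7 acute phase genes lower (q = 1.18e-05). The acute phase score, the mean log2 CPM of these 14 genes, was 6.83, 8.85 and 9.10 in the 3 nonDEN L-CD libraries, the first of them within the ranges of nonDEN L-WD (6.58 to 7.34) and DEN L-CD (6.34 to 7.58). Of 18 cell cycle and proliferation genes, 13 were higher in DEN PT-WD (q = 3.27e-07) and 15 in DEN T-WD (q = 3.27e-07) than in nonDEN L-CD, and 6 in tumors than in peritumoral liver (q = 0.00771). In DEN PT-WD, 4 of them were higher than in nonDEN L-WD (q = 0.00564) and none differed from DEN L-CD (q = 1). Of 18 extracellular matrix and adhesion genes, 11 were higher in DEN PT-WD and 13 in DEN T-WD than in nonDEN L-CD (q = 2.08e-05 for both). Against DEN L-CD, 6 of them were higher in DEN PT-WD (q = 7.00e-06) and 13 in DEN T-WD (q = 6.94e-07). Against nonDEN L-WD, 3 were higher in DEN PT-WD (q = 0.0410) and 12 in DEN T-WD (q = 1.30e-05). For WD alone 5 of them differed (4 higher, 1 lower, q = 0.00771), and 3 were higher in tumors than in peritumoral liver (q = 0.377). Among lists of lipid metabolism, 7 of 12 lipid storage and uptake genes were higher in nonDEN L-WD than in nonDEN L-CD (q = 7.00e-06), and 5 in DEN L-CD than in nonDEN L-CD (q = 0.000726). Of 18 cholesterol biosynthesis genes, 6 were higher in DEN L-CD than in nonDEN L-WD (q = 4.40e-10) and 6 in tumors than in peritumoral liver (q = 0.00771), while 5 were lower in DEN PT-WD than in DEN L-CD (q = 0.000114). These directions were the same with DESeq2.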

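The genes that changed most between DEN L-CD and nonDEN L-CD were measured in normalized counts, the expected count scaled to the normalized library size. *Cyp2a4* (chromosome 7 of GRCm38, 26307169 to 26315088), of whose sequence 38.8% is shared with other genes, was at least 1030-fold higher in DEN L-CD (adjusted p = 0.000226 from edgeR's quasi-likelihood test), with at most 3 counts in each nonDEN L-CD library. *Cyp2b9* (chromosome 7, 26173411 to 26210661), with 11.2% of its sequence shared, was at least 78.8-fold higher (adjusted p = 0.00203 from the same test). *Rptn* (chromosome 3, 93393699 to 93399442) was at least 41.0-fold higher (adjusted p = 0.0429), and lost significance in 5 of the 7 fits that each left out one replicate. *Gm7334* (chromosome 17, 50698688 to 50699443), all of whose sequence is shared with *Btg3*, was at least 84.9-fold lower (adjusted p = 0.000556). *Mt2*, a metallothionein gene (chromosome 8, 94172664 to 94173568) with 45.8% of its sequence shared with *Gm45774*, had 273 ± 262 normalized counts (SD, n = 4) in DEN L-CD and 13541 ± 10858 (SD, n = 3) in nonDEN L-CD, a log2 fold change of −5.62 (standard error 1.16, adjusted p = 0.00150). Under the replicate block its adjusted p-value was 0.125, the highest of its alternatives, which reached down to 1.20e-06.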

These observations suggest that chronic exposure to WD is associated with changes in expression of genes that mediate metabolic processes which, in addition to dietary nutrient availability, could influence both the rate and functions of tissue metabolism.

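Of the 720 genes that Table S7 ties to reactions of the model and that the files list, 693 were tested. Between nonDEN L-WD and nonDEN L-CD, 41 of them (26 higher, 15 lower) were differentially expressed, a share of 5.9% against 5.3% of the other genes (Fisher's exact test, two-sided, p = 0.434). With no minimum fold change, 184 of these metabolic genes differed at an adjusted p of at most 0.05. None of the 48 subsystems with at least 5 tested genes was enriched in any of the 10 comparisons at q of at most 0.01; 22 of the 480 tests had an unadjusted p under 0.05, and the lowest q was 0.206. Among the genes with the largest increases on WD were *Cidea*, which encodes a lipid droplet protein (chromosome 18, 67343604 to 67367785), and *Themis* (chromosome 10, 28668360 to 28883818). *Cidea* rose from 21.1 ± 27.5 normalized counts (SD, n = 3) in nonDEN L-CD to 1201 ± 484 (SD, n = 4) in nonDEN L-WD, a log2 fold change of 5.82 (standard error 1.12, adjusted p = 0.000890 from edgeR's quasi-likelihood test). *Themis* rose from 11.2 ± 1.70 to 605 ± 204 normalized counts, a log2 fold change of 5.75 (standard error 0.68, adjusted p = 6.65e-06). *B430212C06Rik*, a transcript that overlaps *Cidea* on the opposite strand (chromosome 18, 67321209 to 67344103) and shares 32.1% of its sequence with *Impa2*, was at least 37.0-fold higher (adjusted p = 0.000318). Among the genes that fell, *Mt1* (chromosome 8, 94179082 to 94180327) had 15525 ± 11954 normalized counts in nonDEN L-CD and 714 ± 673 in nonDEN L-WD, a log2 fold change of −4.44 (standard error 0.98, adjusted p = 0.00262; 0.0531 under the replicate block, the highest of its alternatives, which reached down to 2.66e-05). *Mt2*, which shares sequence with *Gm45774*, fell to 199 ± 109 normalized counts (log2 fold change −6.09, standard error 1.18, adjusted p = 0.000930). *Gm10309* (chromosome 17, 86497732 to 86505232) fell from 143 ± 109 to 2.80 ± 1.00 normalized counts (log2 fold change −5.64, standard error 0.75, adjusted p = 2.45e-05). Metallothionein and *Gm10309* counts varied within nonDEN L-CD, with *Mt1* at 1723, 22319 and 22534 in its 3 libraries.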

### Construction of MMRN, a new mouse genome-scale metabolic network

With the outlook of assessing how the observed gene expression changes induced by diet may modulate the metabolism of dietary nutrients across tissues, we generated an updated mGSMM. To this end, we constructed, then combined four intermediate models (IMs) based on existing human and mouse GSMMs (Figure 2A).

**Figure 2:**
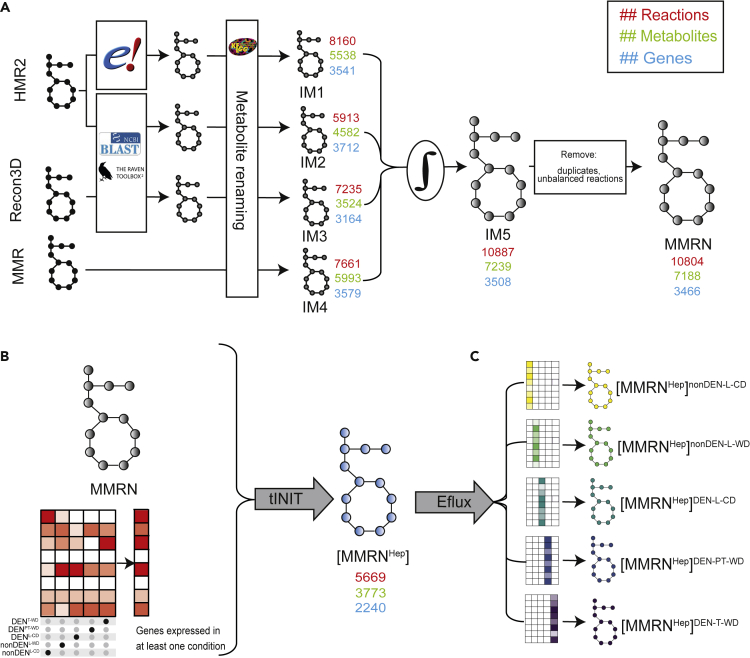
Outline of strategy for the construction of MMRN and derivative context-specific hepatic tissue models (A) Construction of Mouse Metabolic Reaction Network (MMRN) from four intermediate networks (IM1-4). For IM1, proteins in HMR2 were replaced with their known mouse orthologs from the Ensembl database. The RAVEN 2.0 Toolbox was used to generate IM2 and IM3 based on the sequence homology of mouse proteins to the protein sequences encoded by genes in HMR2 and Recon3D, respectively. Metabolites in IM1-3 were renamed to their corresponding KEGG identifiers (Table S2); similarly renaming metabolites in MMR resulted in IM4. IM1-4 were integrated into a single network, IM5. Duplicate and elementally unbalanced reactions were removed from IM5 to obtain MMRN. The effect of each step on key model attributes is shown by the number of reactions (red), metabolites (green) and genes (blue) adjacent to each model. (B) RNA-sequencing data were used to identify all genes that were expressed in at least one of the experimental conditions shown in Figure 1A. This list of genes, together with growth tasks and MMRN were used as input for the tINIT algorithm^45^ to reconstruct a generic hepatic GSMM, [MMRN^Hep^]. MMRN and [MMRN^Hep^] in MATLAB, SMBL and Excel format with corresponding code for simulations are available at https://github.com/sysbiomelab/MMRNHep. (C) [MMRN^Hep^] was further constrained using an adapted Eflux method (see STAR Methods) and gene expression data for each experimental condition to produce five condition-specific GSMMs (csGSMMs). The Eflux method^46^ imposes flux boundaries on individual reactions based on TPM expression of all genes predicted to catalyze each reaction.

Specifically, we directly replaced proteins in HMR2 with their known mouse orthologs to yield IM1. We also reconstructed two metabolic models based on the sequence homology of mouse proteins to the protein sequences encoded by genes in HMR2 (IM2) and Recon3D (IM3), respectively. We finally considered MMR, the most advanced mouse GSMM at the time we started our study, as IM4. Only 60.5% of genes and 41.9% of metabolites overlapped between IM1-4 (Figure S2A), indicating significant non-redundancy. Integration of IM1-4 resulted in a new network, IM5, from which we identified and removed 83 reactions that were elementally imbalanced (see STAR Methods). The resulting final network, which we named Mouse Metabolic Reaction Network (MMRN), could perform 56 common metabolic tasks,^45^ including the production of biomass. Assessment of MMRN using the MEMOTE framework^47^ revealed a significant improvement compared to the source models used for our reconstruction (Table S3). Moreover, MMRN MEMOTE scores are comparable to several of the individual model attribute scores for Mouse1,^44^ the most recent mGSMM published during the course of our work, with the exception of stoichiometric consistency. Further exploration revealed that this low score is attributable to reactions involved in lipid metabolism (see STAR Methods). On the other hand, MMRN has fewer orphan reactions than Mouse1 and no carbon-imbalanced reactions compared to any of the other mGSMMs (Table S4, Figure S2B). MMRN is available at https://github.com/sysbiomelab/MMRNHep.

### csGSMMs selectively take up nutrients for biomass production

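The paper's methods class a gene by its highest FPKM over the conditions. Taken as the highest of the 5 group means, 12444 of the 48795 genes in the files (25.5%) reached at least 1 FPKM, and 36351 stayed below it. Of the 12444, the methods' thresholds class 1572 as high, 3813 as medium and 7059 as low. Of the 720 genes that Table S7 ties to reactions, 661 (91.8%) were expressed in at least one condition: 263 were high, 194 medium and 204 low, and 59 were below 1 FPKM in every group mean. That last number moved most with the rule. It was 21 when the highest single sample was used, 37 when TPM took the place of FPKM and 76 when the highest group median was used. These are counts of genes and have no replicate error. By condition, 589 of the Table S7 genes reached 1 FPKM in nonDEN L-CD, 617 in nonDEN L-WD, 612 in DEN L-CD, 629 in DEN PT-WD and 642 in DEN T-WD, and 583 did so in every group. Over all genes, the numbers were 10818, 11131, 11113, 11668 and 11917 in the same order, and 10399 in every group.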

We next constrained MMRN with all the genes that we found expressed in at least one condition of our collective gene expression dataset to generate a hepatic GSMM, [MMRN^Hep^] (Figure 2B). 

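The Eflux method caps the flux of a reaction by the expression of its genes, which the paper takes as the mean TPM over replicates, summed where several genes can catalyze the reaction. From the TPM values of the files, this sum was computed for each Table S7 reaction with a gene and set against the flux that Table S7 gives for the models on WD. Over the 5 conditions, 2174 published fluxes were not zero, and 1 of them lay within 1% of its sum, while 30 lay above it. The number of reactions with flux was 439 for nonDEN L-CD, 438 for nonDEN L-WD, 418 for DEN L-CD, 441 for DEN PT-WD and 438 for DEN T-WD. The median ratio of flux to summed TPM was 0.00262, 0.00225, 0.00239, 0.00185 and 0.00166 in the same order. Within 5% in place of 1%, 5 fluxes lay at their sum, and with group medians in place of means 1 did, with 43 above. The ratio has no replicate error, since the published flux is a single value per condition, and the scale of the paper's other constraints is not part of the sum.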

We further constrained [MMRN^Hep^] with gene expression from different experimental conditions and tissues, as well as O_2_ consumption and CO_2_ production rates of mice measured in metabolic cages (Table S5, STAR Methods) to generate five context-specific GSMMs (csGSMMs) (Figure 2C). We then determined how CD or WD alter flux distributions in these csGSMMs, using biomass production as the objective function (Tables S6 and S7). Henceforth we use the notation ${\left[{MMRN}^{Hep}\right]}_{Y}^{X}$, where X indicates the gene expression constraint (nil when no gene expression constraint is applied) and Y is the diet given to the model.

The total flux of carbons (C_moles_^DIET^, Figure 3A) that were available from the WD was higher than that for CD (Figure 3B). Accordingly, the flux of carbons taken up (C_moles_^INFLUX^, Figure 3A) by WD-fed csGSMMs was higher than that of CD-fed csGSMMs, and higher than [MMRN^Hep^] fed with either diet (Figure 3B). However, we found no difference in C_moles_^INFLUX^ between ${\left[{MMRN}^{Hep}\right]}_{WD}$ and ${\left[{MMRN}^{Hep}\right]}_{CD}$. Furthermore, C_moles_^INFLUX^ values were lower than C_moles_^DIET^ for both diets in all models, and the relative C_moles_^INFLUX^ of individual diet components did not reflect the corresponding C_moles_^DIET^ values for those nutrients (Figure S3A). Together, these observations suggest that [MMRN^Hep^] limits the amounts and types of nutrients it takes from the diet for optimal production of biomass, irrespective of condition-specific gene expression; they further indicate that gene expression together with dietary composition, rather than nutrient availability alone, dictate nutrient uptake by our models.

**Figure 3:**
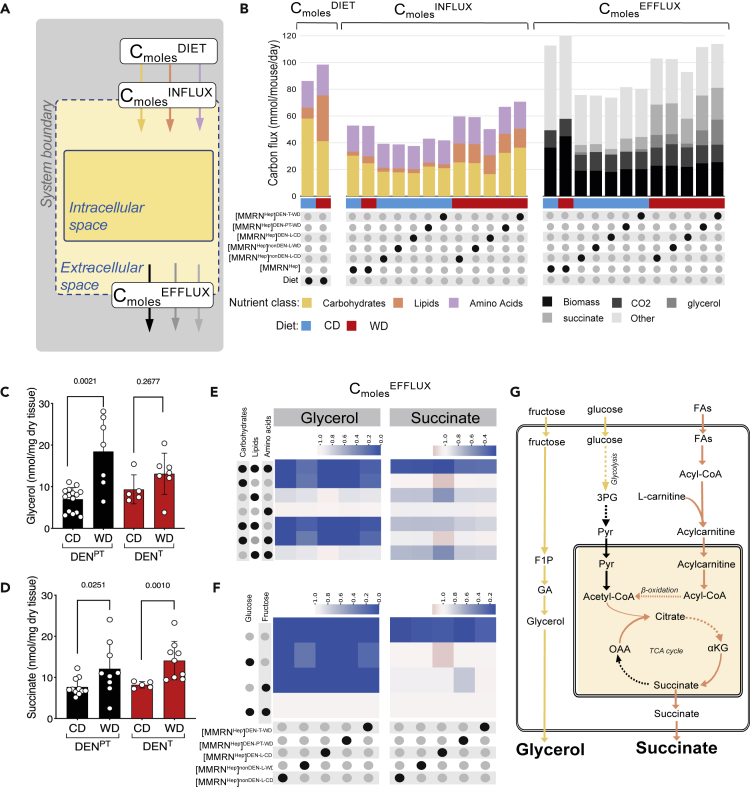
Selective dietary nutrient uptake and increased production of glycerol and succinate elicited by WD across all context-specific hepatic models in this study (A) Schematic illustrating relation between input and output carbon fluxes in the context of flux balance analysis (FBA) experiments shown in panels B, E, F and Figure S3. C_moles_^DIET^ represents the carbon flux for each metabolite that is available from the diet to [MMRN^Hep^] and was calculated based on the known diet composition and daily diet consumption per mouse (Tables S1and S6 and Figure S1A). The dashed line represents a computational pseudo-boundary set to allow influx of metabolites from the diet into the extracellular space of the model. For a given metabolite, C_moles_^INFLUX^ and C_moles_^EFFLUX^ denote the flux of carbons of this metabolite taken up or produced, respectively, by [MMRN^Hep^]. (B) C_moles_^DIET^ values of each of the major dietary nutrient classes (carbohydrates, lipids and amino acids) in CD and WD. Corresponding values of individual nutrient components is shown in Figure S3A. C_moles_^INFLUX^ and C_moles_^EFFLUX^ for [MMRN^Hep^] and csGSMMs models provided with either CD or WD. (C) Amounts of glycerol in DEN^PT^ and DEN^T^ tissues from mice fed WD compared to respective tissues from CD-fed mice measured by GC-MS. Data are represented as mean ± SD. Numbers above bars indicate p values determined by a two-tailed Mann-Whitney test (n = 5–15 mice). (D) Amounts of succinate in DEN^PT^ and DEN^T^ tissues from mice fed WD compared to respective tissues from CD-fed mice measured by GC-MS. Data are represented as mean ± SD. Numbers above bars indicate p values determined by a two-tailed Mann-Whitney test (n = 5–15 mice). (E) Systematic Diet Component Swap (SyDiCoS) to assess the role of WD components on glycerol and succinate production flux in csGSMMs. C_moles_^DIET^ values for all three major diet component classes (carbohydrates, lipids and amino acids) in the WD were swapped individually or in combination with the corresponding C_moles_^DIET^ values in CD while leaving the remaining dietary C_moles_^DIET^ values of the WD unaltered. The swapped component(s) are indicated by black dots on the left. The color scale represents the ratio of glycerol production flux or succinate production flux in models provided with the swapped diet relative to the respective fluxes in models provided with WD, calculated for each csGSMM shown at the bottom of panel (F). (F) Assessment of the role of glucose or fructose from WD on glycerol and succinate production. csGSMMs shown at the bottom were provided WD containing only glucose or fructose (using their respective C_moles_^DIET^ values found in WD) as indicated by the black dots on the left, or both sugars (equivalent to the original WD composition) while leaving the C_moles_^DIET^ values for lipids and amino acids in WD unaltered. The color scale represents the ratio of glycerol production flux or succinate production flux in models provided with the modified WD inputs relative to the respective fluxes in models using the original WD composition, calculated for each csGSMM shown at the bottom. (G) Metabolic pathways that lead to increased production of glycerol and succinate in WD from fructose and FAs, respectively, derived from inspection of the flux distributions of csGMMS under various SyDiCoS conditions (panels E, F and Table S7). FAs: fatty acids; 3 PG: 3-phosphyglycerate; Pyr: pyruvate; F1P: fructose 1-phosphate; GA: glyceraldehyde; αKG: α-ketoglutarate; OAA: oxaloacetate.

Consistent with a carbon-balanced model, increased C_moles_^INFLUX^ in WD compared to CD was mirrored by higher total C_moles_^EFFLUX^ values for all models (Figure S3B), which was mostly accounted for by higher production of glycerol and succinate (Figures 3B and S3B). We confirmed this prediction by metabolomics analyses of tissues, which revealed increased levels of glycerol and succinate in both DEN^T^ and DEN^PT^ tissues (Figures 3C and 3D).

To determine whether particular dietary nutrient classes influenced C_moles_^EFFLUX^, we swapped the amount of each dietary component class in WD with the respective amount of that component in CD while keeping the remaining WD composition unchanged (henceforth, WD^X(CD)^ refers to diets where X = WD diet component that was swapped to its respective CD value) (Figure 3E). We collectively refer to any computational manipulation of diet composition as Systematic Diet Composition Swap (SyDiCoS). csGSMMs in WD^lipid(CD)^ revealed a dependence of succinate production on the increased lipid content of WD, which drove higher TCA cycle flux. The quantitative increase in glycerol production by WD was abrogated with WD^carbs(CD)^. Further investigation of the flux distributions with WD^carbs(CD)^ (Table S7) showed that WD-derived fructose accounted for increased glycerol production (Figures 3F and 3G). However, when used as the sole dietary sugar, fructose was diverted to sustain glycolysis, and glycerol production ceased (Table S7).

### Gene expression and dietary nutrient availability dictate differential fate of FAs in tumors and peritumoral liver

Excess glycerol and succinate produced in WD-fed tissues could influence tissue physiology in a non-cell autonomous manner, through mechanisms that cannot be captured by our single-tissue models.^48^^,^^49^^,^^50^ We therefore focused further investigations on the effects of diets on biomass.

WD led to a modest increase of biomass production in all csGSMMs compared to the respective CD-fed GSMMs (Figure 3B), demonstrating that, whereas our models are robust and withstand a massive overhaul of diet composition, they are also sensitive enough to detect the resulting flux changes. However, the flux distributions of all csGSMMs differed from each other, with ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-T-WD}$ being the most distinct. Furthermore, although WD shifted the flux distributions of all models, it amplified the differences between the flux distributions of the tumor and that of non-tumor models (Figure 4A, Table S8). These observations indicated that similar increases in biomass production in tumor and non-tumor tissues induced by WD are associated with distinct metabolic pathway activities. Henceforth, to simplify further exploration of such pathways, we focused on the comparisons between ${\left[{MMRN}^{Hep}\right]}^{DEN-T-WD}$ and ${\left[{\text{MMRN}}^{\text{Hep}}\right]}^{DEN-PT-WD}$.

**Figure 4:**
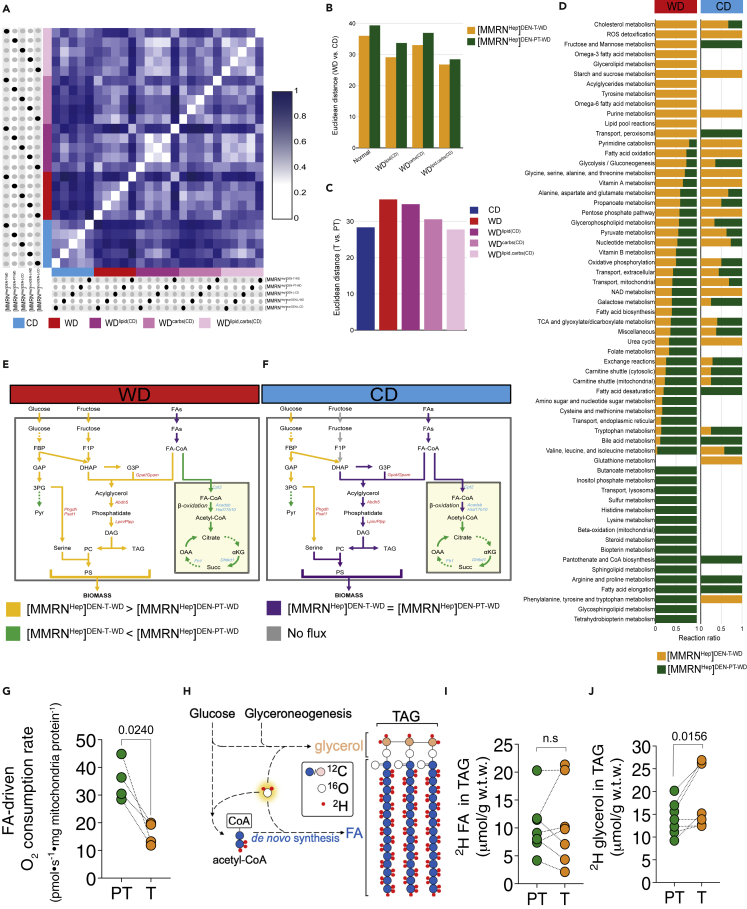
Gene expression together with dietary nutrient availability dictate differential fate of FAs in tumors and peritumoral liver (A) Effects of diet composition on flux distribution differences between csGSMMs assessed by SyDiCoS. FBA was used to calculate the flux distribution for each csGSMM provided with CD, WD, WD^lipid(CD)^, WD^carbs(CD)^ and WD^lipid,carbs(CD)^. The color scale represents the Euclidean distance values calculated in a pairwise manner between each of the flux distributions and plotted relative to the maximum distance value across all comparisons. (B) Relative response to changes in diet composition of the flux distributions of tumoral or peritumoral models. Absolute Euclidean distances (from panel A) for either [MMRN^Hep^]^DEN^^−^^T^^−^^WD^ or [MMRN^Hep^]^DEN−PT^^−^^WD^ under different SyDiCoS conditions are plotted. (C) Effect of changes in diet composition on the flux distributions differences between tumoral and peritumoral models. Absolute Euclidean distances (from panel A) between [MMRN^Hep^]^DEN−T^^−^^WD^ or [MMRN^Hep^]^DEN−PT^^−^^WD^ under different SyDiCoS conditions are plotted. (D) Subsystems that include at least one reaction that carries flux in [MMRN^Hep^]^DEN−T^^−^^WD^ or [MMRN^Hep^]^DEN−PT^^−^^WD^ on either WD or CD. In each of these subsystems, the proportion of reactions with higher flux in [MMRN^Hep^]^DEN−T^^−^^WD^ compared to [MMRN^Hep^]^DEN−PT^^−^^WD^ on either WD or CD is plotted. For each diet, a reaction ratio = 1 for [MMRN^Hep^]^DEN−T^^−^^WD^ in a given subsystem indicates that all reactions in that subsystem have higher flux compared to [MMRN^Hep^]^DEN−PT^^−^^WD^. (E and F) Flux differences between tumoral and peritumoral models fed either WD (E) or CD (F). These two networks are schematic representations of the metabolic network shown in Data S1, which comprises all the reactions of subsystems from panel (D) that have a reaction ratio = 1 (either all reactions that carry higher flux in [MMRN^Hep^]^DEN−T^^−^^WD^ or in [MMRN^Hep^]^DEN−PT^^−^^WD^) and partake in lipid and carbohydrate metabolism. Differential fluxes for T and PT are colored according to the legend at the bottom of these panels. FBP: fructose 1,6-bisphosphate; GAP: glyceraldehyde 3-phosphate; 3 PG: 3-phosphoglycerate; Pyr: pyruvate; F1P: fructose 1-phosphate; DHAP: dihydroxyacetone phosphate; G3P: glycerol 3-phosphate; DAG: diacylglycerol; TAG: triacylglycerol; PC: phosphatidylcholine; PS: phosphatidylserine; FAs: fatty acids; FA-CoA: fatty acyl-CoA; αKG: α-ketoglutarate; Succ: succinate; OAA: oxaloacetate; *Phgdh*: Phosphoglycerate dehydrogenase; *Psat1*: Phosphoserine aminotransferase 1; *Gpat*: Glycerol 3-phosphate acyltransferase; *Gpam*: Glycerol 3-phosphate acyltransferase 1, mitochondrial; *Abdh5*: 1-acylglycerol 3-phosphate O-acyltransferase; Lpin: Phosphatidate phosphatase; *Plpp*: Pyridoxal phosphate phosphatase; *Mogat1*: Monoacylglycerol O-acyltransferase 1; *Cpt2*: Carnitine palmitoyltransferase 2; *Acadsb*: Acyl-CoA dehydrogenase short/branched chain; Hsd17b10: Hydroxysteroid 17-β dehydrogenase 10; *Dhtkd1*: Dehydrogenase E1 and transketolase domain containing 1; *Fh1*: Fumarate hydratase 1. (G) Comparison of FA-driven oxygen consumption rates in mitochondria isolated from liver tumors (T) or peritumoral (PT) tissues of mice treated as described in Figure 1A. Statistical significance determined by two-tailed paired t-test (n = 4 different mice, each providing a paired T and PT tissue sample from which mitochondria were isolated; oxygen consumption was measured in parallel for each T/PT sample pair). (H) Schematic showing metabolic routes of ^2^H incorporation into the glycerol backbone and fatty-acyl chains in a triglyceride (TAG) molecule after administration of ^2^H_2_O to mice. (I) Measurement of *de novo* synthesized fatty-acids (as outlined in H) in TAGs extracted from tumor (T) and peritumoural (PT) tissues. (J) Measurement of *de novo* synthesized glycerol (as outlined in H) in TAGs extracted from tumor (T) and peritumoral (PT) tissues. Statistical significance in (I) and (J) determined by Wilcoxon matched-pairs signed rank test (n = 7 different mice, each providing a paired T and PT tissue sample).

WD caused a greater shift, relative to CD, in the flux distributions of ${\left[{MMRN}^{Hep}\right]}^{DEN-T-WD}$ than those of the ${\left[{\text{MMRN}}^{\text{Hep}}\right]}^{DEN-PT-WD}$ indicating that the tumor metabolic network is primed for a greater response to WD than the peritumoral model (Figures 4A and 4B). Notably, the WD-induced increase in tumor/non-tumor divergence was completely reversed only when both lipids and carbohydrates in WD were replaced with their respective CD content (Figures 4A and 4C).

To explore specific pathways that underlie differential response of tumor and peritumoral tissue models to WD driven by carbohydrates and lipids, we first identified subsystems of all reactions that carried flux in ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-T-WD}$ (henceforth “T”) and ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-PT-WD}$ (henceforth “PT”). Further analysis revealed those subsystems that were differentially engaged in the tumor and peritumoral tissue models; among them were several subsystems involved in lipid and carbohydrate metabolism (Figure 4D). We then constructed a network comprising all the reactions in the subsystems related to lipid and carbohydrate metabolism that showed differential flux exclusively in the T or PT in WD but not in CD (Data S1). From this network, we extracted a single fully connected subnetwork that is connected to biomass production, and calculated flux differences between ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-T-WD}$ and ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-PT-WD}$ (Figure 4E, Table S9), and between ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-T-WD}$ and ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-PT-WD}$ (Figure 4F, Table S9).

Comparison of the reaction fluxes in this network revealed a distinct diet-dependent fate of dietary FA’s in the tumor and the peritumoral tissue models. On one hand, FA uptake and FA-derived acyl-CoA synthesis fluxes were higher in WD than in CD for both the T and PT models, and equal between T and PT models in each diet. However, our models predicted increased use of FA-CoA for lipid macromolecule synthesis and decreased use for β-oxidation through the mitochondrial carnitine shuttle in ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-T-WD}$ compared to ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-PT-WD}$. These flux differences correlated with higher expression of lipid synthesis genes and lower expression of mitochondrial lipid transport and β-oxidation genes in tumors (Figure S4A, Table S10). 

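Expression in DEN T-WD (n = 6) and DEN PT-WD (n = 8) was compared for 5 sets of genes, each made of all genes that Table S7 ties to a subsystem, by the mean log2 CPM (counts scaled to library size) of the set in each library. P-values are from two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 5 sets. The β-oxidation score was 7.41 ± 0.181 (SD) in peritumoral liver and 7.03 ± 0.121 (SD) in tumors, a change of −0.38 (exact permutation p = 0.00167, q = 0.00500), and 5 of 6 tumors lay below all 8 peritumoral samples. All 12 genes of the set had negative log2 fold changes, from −0.71 to −0.10, and 8 had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. The score of the mitochondrial carnitine shuttle fell from 5.38 ± 0.202 (SD) to 4.93 ± 0.182 (SD), a change of −0.46 (exact permutation p = 0.00200, q = 0.00500), with 4 of 6 tumors below all peritumoral samples. Of its 10 genes, 8 had negative log2 fold changes and 5 were significantly lower. Both decreases kept their sign under every scaling and were smallest with log2(TPM + 1), at −0.25 (q = 0.0405) and −0.28 (q = 0.0366). With same-numbered samples taken as 6 pairs they were −0.43 and −0.51, but neither was significant (q = 0.156 for both). The smallest p that 6 pairs allow limits that test. The score of 10 periportal hepatocyte marker genes fell by 0.52 in the same libraries (8.42 ± 0.240 to 7.90 ± 0.310, exact permutation p = 0.00633), while *Alb* took 5.31% ± 1.08 of the counts in peritumoral liver and 9.93% ± 3.55 in tumors, with 2.89% in tumor replicate 5.
The other 3 sets did not differ significantly. They hold all genes of the glycerolipid, glycerophospholipid and fatty acid biosynthesis subsystems and are not limited to synthesis genes. Between the same groups, the median change of all genes was 0.00 with log2 CPM and 0.09 with log2(TPM + 1), so that the median gene also rose on the latter scale. The glycerolipid score rose from 4.78 ± 0.078 (SD) to 4.88 ± 0.11 (SD), a change of 0.10 (exact permutation p = 0.0809, q = 0.135), with 3 of 6 tumors above all peritumoral samples; the change was 0.19 (q = 0.0167) with log2(TPM + 1), 0.23 (q = 0.0133) with log2(TPM + 0.1) and −0.02 (q = 0.760) for the summed TPM of the set. Of its 18 genes, 5 were significantly higher and 5 significantly lower in tumors. The glycerophospholipid score changed by −0.04 (q = 0.479; 53 genes, 9 higher and 15 lower) and turned positive with both log2 TPM scalings, at 0.06 and 0.08. The fatty acid biosynthesis score changed by −0.07 (q = 0.595; 23 genes, 4 higher and 6 lower) and turned positive with log2(TPM + 1) (0.01), log2(TPM + 0.1) (0.05) and the summed TPM (0.19).

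**Figure D2:**
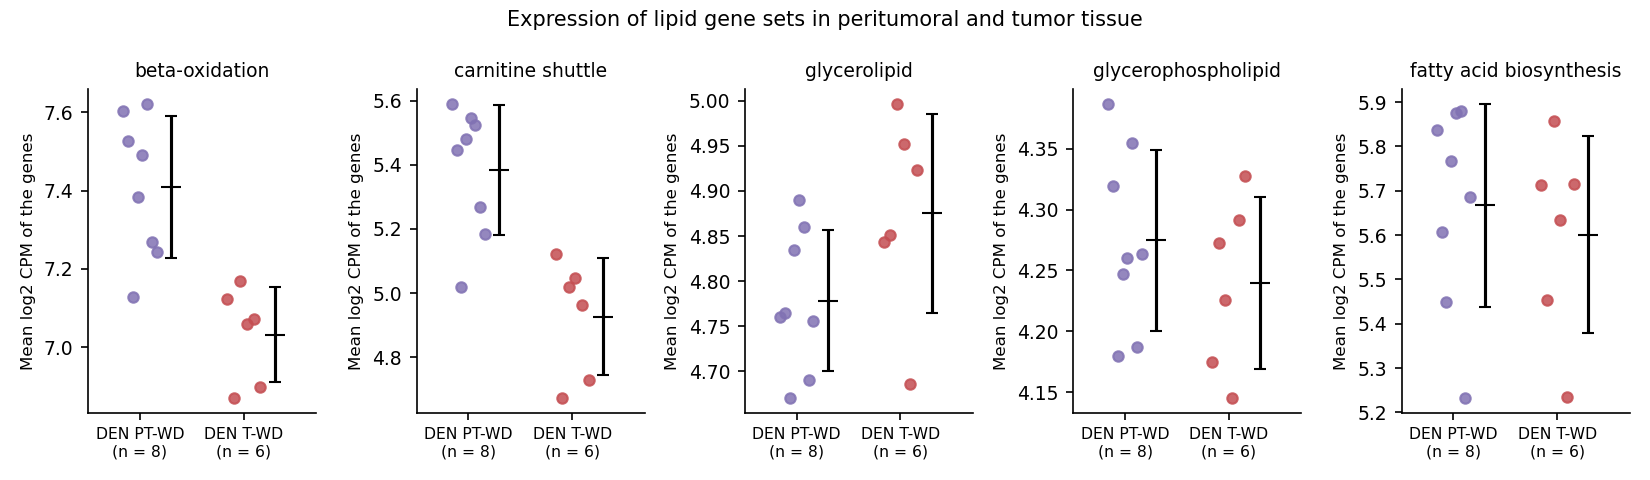
Mean log2 CPM (vertical axes) of the genes of 5 Table S7 subsystems in peritumoral liver (PT, n = 8) and tumors (T, n = 6) on WD; each point is a library and the bar its group's mean ± SD. The β-oxidation and carnitine shuttle scores are lower in tumors, with 5 of 6 and 4 of 6 tumors below all peritumoral samples (2 of 6 for both with log2(TPM + 1)). The other 3 overlap.

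Of the 120 genes of Table S10, 116 were tested and 56 differed at an adjusted p of at most 0.05 with no minimum fold change, 30 higher and 26 lower in tumors. Adjusted over the list alone, the number was 61, which shows no stability, since the list is the paper's own. With the paper's minimum fold change, 11 remained (6 higher, 5 lower). The paper states that the flux differences predicted by its T and PT models correlated with these expression differences.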

Consistent with this observation, mitochondria purified from tumor tissue respired significantly less on FAs than mitochondria purified from peritumoral tissue (Figure 4G).

Notably, both ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-T-WD}$ and ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-PT-WD}$ used FA-derived acyl-CoA equally for either biomass or β-oxidation, whereas differential fate of acyl-CoA between ${\left[{MMRN}^{Hep}\right]}^{DEN-T-WD}$ and ${\left[{\text{MMRN}}^{\text{Hep}}\right]}^{DEN-PT-WD}$ persisted when these models were fed either WD^lipids(CD)^ or WD^carbs(CD)^ (Figures S4B and S4C). This observation suggested that differential expression of β-oxidation and lipid synthesis genes does not suffice to drive divergence of FA metabolic fates in the absence of altered dietary composition of both FAs and carbohydrates.

Our flux predictions showed increased fluxes of glycolysis and fructolysis, which contribute precursors for lipid synthesis, in ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-T-WD}$ compared to ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-PT-WD}$. Increased serine synthesis from carbohydrates persisted in ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-T-WD}$ compared to ${\left[{MMRN}^{Hep}\right]}_{CD}^{DEN-PT-WD}$, indicating no impediment in serine synthesis that would explain attenuated lipid synthesis in CD. In contrast, incorporation of glycerol 3-phosphate (G3P) through glycerol 3-phosphate acyltransferase (encoded by *Gpat*/*Gpam*) into lipids ceased for both models in CD but was increased in ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-T-WD}$ compared to ${\left[{MMRN}^{Hep}\right]}_{WD}^{DEN-PT-WD}$. 

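Glycerol 3-phosphate acyltransferases are encoded by 4 genes, and their expression was compared between tumors (n = 6) and peritumoral liver (n = 8) of DEN-injected mice on WD by edgeR's quasi-likelihood test. *Gpam* (chromosome 19 of GRCm38, 55067268 to 55127238) had 4241 ± 1184 normalized counts (SD) in peritumoral liver and 6498 ± 2833 (SD) in tumors, a log2 fold change of 0.62 (standard error 0.24, adjusted p = 0.0430). This change was below the paper's minimum fold change, and it lost significance in 9 of the 14 fits that each left out one replicate, with log2 fold changes from 0.40 to 0.78. Over its other alternatives, the log2 fold change ranged from 0.39 to 0.62 and the adjusted p from 0.0250 to 0.376. *Gpat4* (chromosome 8, 23171265 to 23208346) fell from 5011 ± 735 to 2613 ± 203 normalized counts, a log2 fold change of −0.94 (standard error 0.09, adjusted p = 1.37e-07), and every tumor lay below every peritumoral sample. *Gpat2* (chromosome 2, 127425199 to 127436092) fell from 45.5 ± 11.1 to 19.0 ± 2.00 normalized counts (log2 fold change −1.25, standard error 0.21, adjusted p = 8.52e-05). *Gpat3* (chromosome 5, 100845713 to 100899102), 29.0% of whose sequence is shared with other genes, did not differ (log2 fold change −0.12, standard error 0.16, adjusted p = 0.584). The reaction's summed TPM over *Gpam*, *Gpat3* and *Gpat4* was 175 ± 18.7 (SD) in peritumoral liver and 171 ± 35.4 (SD) in tumors, a difference within the spread of the replicates (exact permutation test, two-sided, p = 0.661, q = 0.717 over 38 gene sets).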

In agreement with a role for G3P-fuelled esterification in driving increased lipid synthesis in T vs PT, we found that, whereas both tumor and peritumoral mouse tissues synthesized FA’s at comparable rates *in vivo* (Figures 4H and 4I), tumors showed increased incorporation of newly synthesized glycerol into lipids (Figures 4H and 4J).

In summary, exploration of flux distributions in our new mouse csGSMM models revealed a convergence of nutrient availability and gene expression in driving a differential response of tumors and peritumoral tissue to alterations in diet composition.

## Discussion

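Relative to nonDEN L-WD, the liver of untreated mice on the same diet, 16 of the 693 tested metabolic genes of Table S7 (10 higher, 6 lower) were differentially expressed in peritumoral liver and 147 (65 higher, 82 lower) in tumors. The share among metabolic genes was 2.3% against 2.8% of other genes in peritumoral liver (Fisher's exact test, two-sided, p = 0.553), and 21.2% against 15.4% in tumors (Fisher's exact test, p = 7.31e-05). Between tumors and peritumoral liver, 75 metabolic genes (38 higher, 37 lower) differed, 10.8% against 7.8% of other genes (Fisher's exact test, p = 0.00490). Relative to nonDEN L-CD, untreated liver on the control diet, 77 metabolic genes (56 higher, 21 lower) differed in peritumoral liver and 154 (91 higher, 63 lower) in tumors. These shares were 11.1% against 13.4% of other genes (Fisher's exact test, p = 0.086) and 22.2% against 20.2% (Fisher's exact test, p = 0.192). With no minimum fold change, 115 metabolic genes differed from nonDEN L-WD in peritumoral liver and 436 in tumors, and 357 differed between tumors and peritumoral liver. Of 12 pericentral hepatocyte genes, 10 were lower in tumors than in peritumoral liver (q = 1.96e-08 over all lists and comparisons) and all 12 lower than in nonDEN L-WD (q = 1.06e-08).
Of the genes with the largest changes between peritumoral liver (n = 8) and nonDEN L-WD (n = 4), *Akr1c18* (chromosome 13 of GRCm38, 4132615 to 4150654) rose from 2.30 ± 2.10 to 983 ± 907 normalized counts (SD), a log2 fold change of 8.69 (standard error 1.37, adjusted p = 0.000844 from edgeR's quasi-likelihood test). *Cyp2b13* (chromosome 7, 26061497 to 26096197), with 27.3% of its sequence shared with other genes, rose from 1.2 ± 1.5 to 176 ± 121 normalized counts (log2 fold change 6.99, standard error 1.33, adjusted p = 0.00312), with peritumoral replicate 7 at 4.2. *Cdh17* (chromosome 4, 11758147 to 11817895) was at least 36.6-fold higher (adjusted p = 0.00312). The largest decreases were in genes with near-identical copies. *Gm10222* (chromosome 1, 24612407 to 24612700), all of whose sequence is shared with the mitochondrial gene *mt-Nd4l*, fell from 6208 ± 3114 to 1.00 ± 1.40 normalized counts (adjusted p = 9.16e-05). *Mup7* (chromosome 4, 60066469 to 60070475) and *Mup12* (chromosome 4, 60737383 to 60741326), with 86.7% and 85.4% of their sequence shared with other genes, had log2 fold changes of −2.52 (standard error 0.69, adjusted p = 0.0211) and −2.25 (standard error 0.59, adjusted p = 0.0166), and both lost significance without replicate 4 of nonDEN L-WD.
Between tumors and peritumoral liver, *Apln* (chromosome X, 48025146 to 48034853) rose from 11.3 ± 6.80 to 142 ± 134 normalized counts (log2 fold change 3.65, standard error 0.49, adjusted p = 7.24e-06). *Elovl7*, which encodes a fatty acid elongase (chromosome 13, 108214404 to 108285683), rose from 71.0 ± 27.3 to 651 ± 982 (log2 fold change 3.2, standard error 0.64, adjusted p = 0.000448), tumor replicate 5 being far above the others. The lowest adjusted p of its alternatives was 0.000452. DESeq2 gave no usable adjusted p for *Elovl7*, since its recorded value can stand for a missing one. Across the fits that each left out one replicate, the log2 fold change of *Elovl7* ranged from 1.81 to 3.37. *Arnt2* (chromosome 7, 84246278 to 84410176) rose from 14.7 ± 12.9 to 101 ± 40.3 (log2 fold change 2.77, standard error 0.57, adjusted p = 0.000603). *Marco*, a macrophage receptor gene (chromosome 1, 120474538 to 120505024), fell from 325 ± 187 to 79.2 ± 31.9 normalized counts (log2 fold change −2.04, standard error 0.53, adjusted p = 0.00380). *Cyp2c29* (chromosome 19, 39269405 to 39330713) fell from 23914 ± 10321 to 6036 ± 1593 (log2 fold change −1.99, standard error 0.24, adjusted p = 1.73e-06), with tumor replicate 5 below the other tumors. *Cyp2c37* (chromosome 19, 39992424 to 40012243), with 30.1% of its sequence shared, fell from 8839 ± 4647 to 2207 ± 1244 (log2 fold change −2.0, standard error 0.36, adjusted p = 0.000138).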

In liver cancer that develops in the background of chronic WD feeding, both the host liver and the emerging tumors have distinct metabolic gene expression from each other and compared to healthy livers. Such differential gene expression can impact the ability of dietary modulations to reverse metabolic activities that underlie liver pathologies. It is unclear whether diet modulation is sufficient to overcome metabolic wiring that occurs in the background of chronic gene expression changes.

In this study we develop a roadmap toward exploring this question in a mouse model of liver cancer. We construct a new mGSMM, MMRN, and use gene expression data from liver tissues to generate csGSMMs. We then explore changes in the flux distributions of these csGSMMs in response to varying diet compositions through a new approach called Systematic Diet Composition Swap (SyDiCoS). These investigations provide evidence for a combined effect of nutrient availability and gene expression in determining the characteristic metabolic profiles of tumors and response to diet modulation.

### Integration of multiple existing GSMMs aids reconstruction of an expanded mGSMM

Bottom-up approaches to reconstruct GSMMs are labour-intensive and time consuming.^51^ The availability of whole-genome sequencing data has accelerated the reconstruction of GSMMs for model organisms by replacing genes in a template hGSMM with known mouse orthologues.^44^ However, in this approach, metabolic reactions catalyzed by enzymes without an ortholog in the target organism will not be represented in the final reconstruction.^52^^,^^53^ Furthermore, different hGSMM series comprise non-redundant metabolite and gene components, so, derivative mGSMMs that use either one or the other as a template, may be incomplete. Given the extensive interconnectivity of mammalian metabolic pathways and that the functions of a significant fraction of the mammalian metabolic network remains poorly explored, maximal coverage is desired to improve the ability of GSMMs to model metabolism holistically.

To overcome these limitations, we used both HMR2 and Recon3D, and complemented classic gene orthology-based gene replacement methods with protein sequence homology-based identification of mouse orthologous genes. Used together with a previous mGSMM, MMR, this approach yielded MMRN. Compared to other mouse models at the time we initiated our study, MMRN has expanded coverage of the mouse metabolic network and overall improved attributes evaluated by MEMOTE, a framework of standardized tests that aims at consistently assessing GSMMs.^47^ Notably, although the MEMOTE performance of MMRN also compares well to that of Mouse1 (the latest published mGSMM), MMRN scored less for stoichiometric consistency. This was exclusively attributable to reactions involving lipid metabolites, which highlights a well-known challenge in GSMM reconstruction that arises from the difficulties in defining the exact molecular composition of such metabolites and, by extension, their exact stoichiometries in reactions that interconvert them.^34^^,^^51^^,^^54^ Although construction of new GSMMs based on pre-existing ones has limitations,^55^ the fact that IMs from different hGSMMs and from protein homology-based methods show significant non-redundancy demonstrates that integration of pre-existing models and improvement of orthology information can facilitate reconstruction of model organism GSMMs based on existing hGSMMs.

### SyDiCoS aids interrogation of GSMMs functions

Application of GSMMs to specific biological questions is commonly aided by constraining metabolic fluxes with context-specific data.^22^^,^^31^ Various environmental and cell-intrinsic factors can alter gene expression to change enzyme abundance and, by extension, metabolic fluxes. Therefore, substantial effort has been invested in developing methods to constrain intracellular fluxes using gene expression data.^22^^,^^28^ On the other hand, availability of nutrients can also vary under different dietary regimes, physiological conditions, and between different tissue environments. The impact of nutrient availability has been previously studied in microbial GSMMs^56^^,^^57^^,^^58^^,^^59^ and cultured cancer cells.^23^^,^^24^ Information on diet composition has also been previously used to constrain mammalian tissue GSMMs.^31^^,^^32^ However, to the best of our knowledge, there are no studies that systematically assess how the functions of a given mammalian tissue csGSMM are modulated by the availability of individual nutrient classes, alone or together. To this end, for our study we developed SyDiCoS, where we compare flux distributions between csGSMM that we provide with diets in which we have modified all or select nutrient components.

A complete DiCoS from WD to CD as input for the models revealed that all csGSMMs took up more nutrients from WD than from CD. WD has more FA-derived and fewer carbohydrate-derived carbons, and a higher overall carbon content per unit weight of consumed diet. However, neither the total amount nor the amounts of specific nutrient classes taken up by csGSMMs reflected the amounts of these nutrients found in the input diet. For example, all csGSMMs consumed more carbohydrates in WD than CD, although the amount of carbohydrates in WD is lower than that of CD (Figure 3B).

Consistent with carbon-balanced models, we found increased efflux of products in WD-fed than CD-fed csGSMMs, which SyDiCoS revealed to be largely due to increased glycerol and succinate efflux. In a variant of SyDiCoS, we selectively swapped specific WD components and found that increased glycerol efflux is derived from carbohydrates whereas increased succinate efflux is attributable to lipid catabolism. We speculate that if these metabolites efflux out of cells as our models predict, they may mediate metabolic activities between cells or tissues. For example, glycerol is a precursor for carbohydrate and lipid synthesis in the normal liver and its metabolism is perturbed in metabolic disease.^60^^,^^61^^,^^62^^,^^63^ Furthermore, recent evidence suggests that succinate may have immunomodulatory roles within the liver and is increased in the blood of obese individuals, although the exact source of this succinate is under debate.^48^^,^^64^

Together, the application of SyDiCoS in various csGSMMs revealed that, irrespective of differences in gene expression, all csGSMMs limit both how much and which nutrients they take up from the diet, and what they produce to fulfill a given objective function.

### Combined effects of diet and gene expression underlie differences between tumor and peritumoral tissue metabolism

A complete WD-to-CD DiCoS caused a significant shift in the flux distributions of all csGSMMs. On the other hand, we also detected differences in flux distributions between csGSMMs on each diet, with the tumors being the most distinct. WD-to-CD DiCoS amplified these flux distribution differences. We therefore focused on comparisons between the flux distributions of tumor and peri-tumoral models because such differences are of both diagnostic as well as therapeutic interest. Identification of the pathways that account for flux differences is challenging as it requires either sophisticated network analysis algorithms or laborious manual exploration of the flux distributions.^28^^,^^65^ Selective DiCoS for specific WD components allowed us to attribute the amplification of flux distribution differences between T and PT to a combined effect of both dietary FAs and carbohydrates, and to generate a minimal subnetwork that focuses on the relevant pathways and is amenable to further interrogation.

With WD, both tumor and PT models took up FAs at similar rates. However, increased expression of genes that mediate lipid anabolic pathways and decreased expression of genes in β-oxidation resulted in a higher use of these FAs for biomass production and away from mitochondrial oxidation in T compared to PT models. 

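The expression that constrains the T and PT models was compared per reaction, as the summed TPM of the genes that Table S9 ties to it. The 38 different sets of genes were tested on the log2 scale by two-sided exact permutation tests, 6 tumors against 8 peritumoral samples, with Benjamini-Hochberg adjustment. Of these sets, 10 differed at q of at most 0.05, 6 higher and 4 lower in tumors, and 16 at an unadjusted p under 0.05. FPKM in place of TPM moved the split, to 14 sets (5 higher, 9 lower). The sets higher in tumors included the diacylglycerol kinases *Dgka*, *Dgkd*, *Dgkq* and *Dgkz*, from 38.5 ± 5.52 to 48.9 ± 2.78 TPM (SD; exact permutation p = 0.00366, q = 0.0199), and *Pgs1*, from 4.28 ± 0.531 to 5.91 ± 1.09 TPM (exact permutation p = 0.00133, q = 0.0127). *Ugcg* rose from 12.9 ± 1.53 to 17.8 ± 2.98 TPM (exact permutation p = 0.00433, q = 0.0206) and *B4galnt1* from 26.7 ± 2.16 to 40.3 ± 3.92 TPM (exact permutation p = 0.000333, q = 0.00422), both in sphingolipid reactions. Among the sets lower in tumors, *Cept1* with *Chpt1*, which catalyze the last step of phosphatidylcholine synthesis, fell from 284 ± 43.2 to 174 ± 49.0 TPM (exact permutation p = 0.00167, q = 0.0127). In β-oxidation, *Hsd17b10* with *Hadha* and *Hadh* fell from 621 ± 86.4 to 508 ± 34.3 TPM (exact permutation p = 0.0120, q = 0.0456). With TPM, the other β-oxidation sets were lower without reaching that threshold, among them *Acads* with *Acadm* (446 ± 72.4 to 354 ± 78.2 TPM, exact permutation p = 0.0346, q = 0.0877). With FPKM, q was 0.0479 for *Acads* with *Acadm* and 0.0357 for *Hadha* with *Acaa2* and *Hadhb*. It was 0.0380 for *Acadvl*, *Acadl*, *Acad9* and *Acadm*, 0.0235 for the set of 11 genes and 0.0928 for *Echs1* with *Hadha*. Reactions of phosphatidate synthesis (*Agpat1* to *Agpat5*, *Abhd5* and *Lclat1*) had 295 ± 34.2 TPM in peritumoral liver and 298 ± 16.3 TPM in tumors (exact permutation p = 0.785).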

Our models also predict increased production of precursors for lipid biomass derived from carbohydrates through increased expression of genes in two pathways. On one hand, increased expression of serine synthesis genes provides serine for phosphatidyl-serine synthesis; on the other hand, fructose breakdown produces DHAP and G3P that are used as backbone for acylglycerol production, through a series of reactions encoded by *Gpat*, *Abdh5*, *Lpin* and *Mogat*. 

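Expression of serine synthesis genes was compared between 6 tumors and 8 peritumoral samples. *Phgdh* (chromosome 3 of GRCm38, 98313170 to 98339990), 47.8% of whose sequence is shared with other genes, among them 38.3% with *Gm7901*, rose from 54.1 ± 33.2 normalized counts (SD) in peritumoral liver to 213 ± 114 (SD) in tumors, a log2 fold change of 1.96 (standard error 0.45, adjusted p = 0.00145 from edgeR's quasi-likelihood test). *Psat1* (chromosome 19, 15904678 to 15947337) rose from 165 ± 116 to 787 ± 308 normalized counts (log2 fold change 2.25, standard error 0.46, adjusted p = 0.000565). In both genes tumor replicate 5 lay far below the other tumors. *Psph* (chromosome 5, 129765558 to 129787449), the gene of the last step, which was singled out after its values were seen, rose from 98.1 ± 21.3 to 209 ± 24.9 normalized counts (log2 fold change 1.09, standard error 0.14, adjusted p = 4.55e-06). *Ptdss1*, which uses serine for phosphatidylserine synthesis (chromosome 13, 66932830 to 66998401), fell from 1110 ± 79.3 to 762 ± 41.2 normalized counts (log2 fold change −0.54, standard error 0.06, adjusted p = 7.45e-07).

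**Figure D3:**
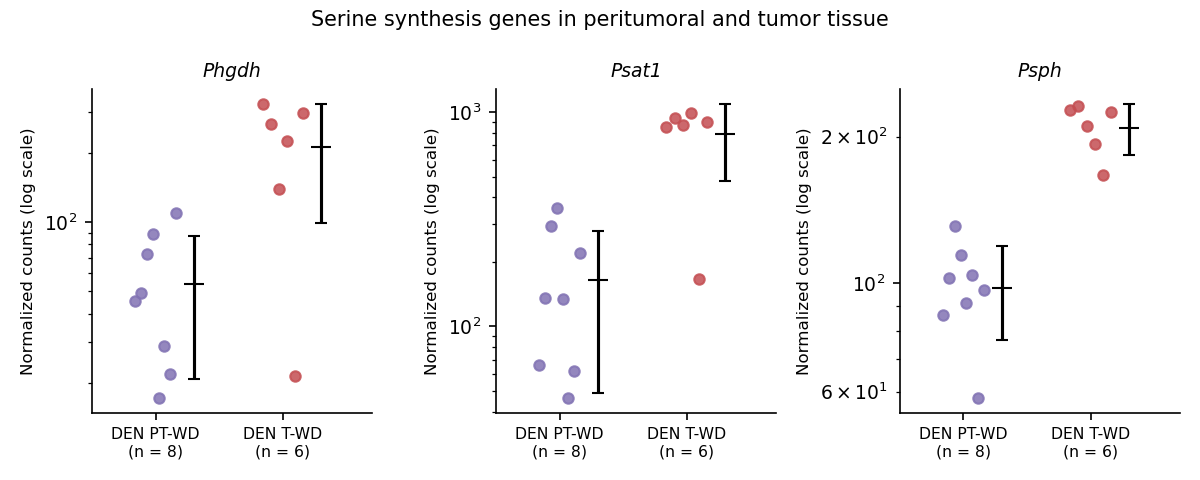
Normalized counts (vertical axis, log scale) of *Phgdh*, *Psat1* and *Psph* in peritumoral liver (PT, n = 8) and tumors (T, n = 6) on WD; each point is a library and the bar its group's mean ± SD. The tumor with the lowest *Phgdh* and *Psat1* counts is replicate 5.

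For fructose breakdown, *Khk* (chromosome 5, 30921431 to 30931248) fell from 5735 ± 2167 normalized counts in peritumoral liver to 3781 ± 382 in tumors (log2 fold change −0.60, standard error 0.18, adjusted p = 0.0101). In acylglycerol synthesis, *Abhd5* (chromosome 9, 122351608 to 122381524), with 15.1% of its sequence shared with other genes, rose from 1016 ± 231 to 1958 ± 565 normalized counts (log2 fold change 0.95, standard error 0.17, adjusted p = 0.000134). *Lpin3* (chromosome 2, 160880670 to 160906002) rose from 139 ± 31.7 to 352 ± 62.9 (log2 fold change 1.35, standard error 0.16, adjusted p = 1.34e-06), whereas *Lpin2* (chromosome 17, 71182560 to 71249817), the most expressed of the 3 *Lpin* genes, fell from 7895 ± 1992 to 5685 ± 976 (log2 fold change −0.47, adjusted p = 0.0266), a change that lost significance in 4 of the 14 fits that each left out one replicate. *Lpin1* did not differ (log2 fold change −0.25, adjusted p = 0.515). *Mogat1* (chromosome 1, 78510991 to 78538173), with 10.0% of its sequence shared with *BC035947*, fell from 125 ± 67.7 to 41.4 ± 19.5 normalized counts (log2 fold change −1.60, standard error 0.41, adjusted p = 0.00349). *Mogat2* (chromosome 7, 99219084 to 99238619) rose from 13.3 ± 4.10 to 49.0 ± 82.0 (log2 fold change 1.89, standard error 0.60, adjusted p = 0.0153), which rests on tumor replicate 5: without it the log2 fold change was 0.24 (adjusted p = 0.668), and over the other alternatives the adjusted p ranged from 0.00782 to 0.269.

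**Figure D4:**
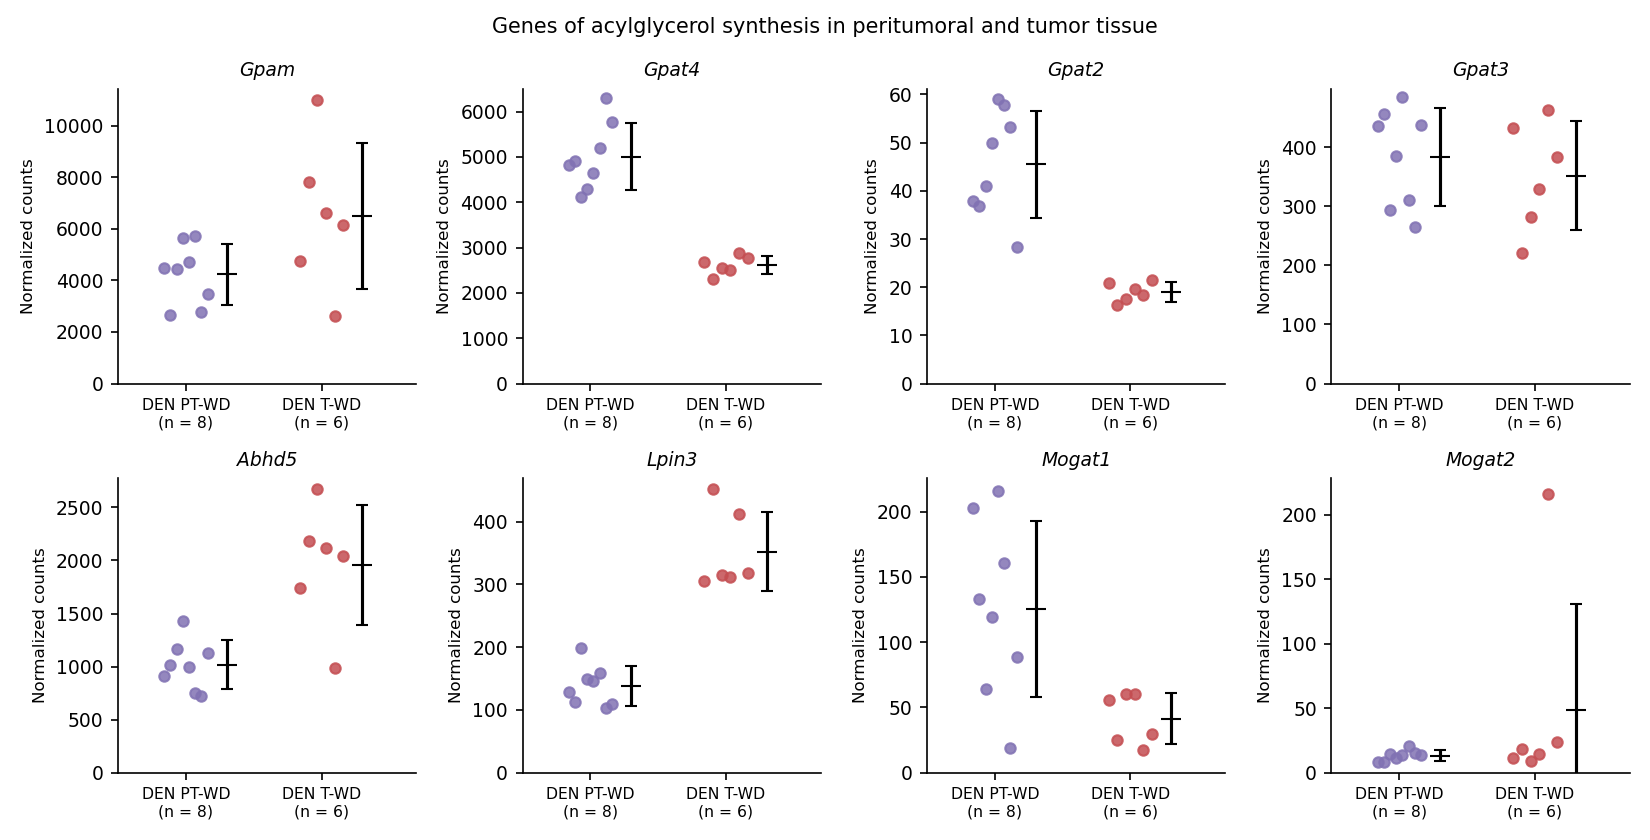
Normalized counts (vertical axes) of *Gpam*, *Gpat4*, *Gpat2*, *Gpat3*, *Abhd5*, *Lpin3*, *Mogat1* and *Mogat2* in peritumoral liver (PT, n = 8) and tumors (T, n = 6) on WD; each point is a library and the bar its group's mean ± SD. *Gpat4* and *Mogat1* are lower and *Abhd5* and *Lpin3* higher in tumors under each normalization tried, and 1 tumor holds most of the *Mogat2* counts.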

SyDiCoS revealed that these lipid gene expression patterns sufficed to drive differential lipid metabolism between T and PT when either lipids or carbohydrates were normalized to CD levels, however, in a full swap to CD, this differential metabolism ceased. In contrast, increased serine synthesis in T relative to PT persisted in all diet inputs tested but in the absence of lipids serine did not contribute to lipid biomass more in T than in PT. Even though higher glucose uptake and flux to DHAP persisted in T with CD, it was not sufficient, alone, to sustain acylglycerol synthesis, even with increased *Gpat* expression, likely because fructose uptake ceased in CD.

Several of the pathways and nutrients we describe here have been shown to promote liver disease and cancer.^66^^,^^67^^,^^68^ Inhibition of pathways that provide serine attenuates myc-driven tumor growth, and high fructose consumption has been implicated in obesity and liver disease.^69^^,^^70^^,^^71^^,^^72^ Based on this type of evidence, diet modulation is increasingly pursued, both in the lab and in the clinic, as a means to reverse liver pathologies and attenuate cancer progression. Whether reverting to healthier diets suffices to normalize the metabolic activities driven by gene expression changes associated with chronic pathology is not clear. Even if this were the case, it is also uncertain that modulation of tissue metabolism can overcome the systemic signals and inflammation that often underlie liver diseases. In a scenario that tests whether a switch to a healthier diet might affect the course of the disease, our SyDiCoS approach aims at addressing the specific influence of nutrients on metabolism and needs to be integrated into the broader understanding of systemic effects of diet. In such a context, our observations would suggest that selectively altering diet composition may only mitigate particular metabolic branches of tumor metabolism and that inhibition of others may require combined modulation of multiple dietary substrates.

### Limitations of the study

MMRN contains reactions, several of which involved in lipid metabolism, with stoichiometric inconsistencies (STAR Methods-benchmarking of MMRN) that may underlie the relatively low mass balance MEMOTE score of MMRN (Table S3). This reflects a well-known challenge in GSMM reconstruction because of the fact that the exact mass and stoichiometry of reactions in lipid metabolism are hard to define from existing biological knowledge. Historically, in GSMM reconstructions, lipid fatty acid chains have been generically represented as R-groups and treated differently across lipid species and different models.^54^^,^^73^ More recently, one way to enforce stoichiometric consistency and mass balance for lipid metabolites has been to ensure consistent usage of R-groups across different reactions.^34^ Despite such extensive manual curation,^51^ and although this approach ensures computational consistency, it does not correct unknown formulas for these metabolites in a way that faithfully represents real lipid macromolecule composition in tissues (which, currently, is very hard to define and can vary between tissues). Although we experimentally validated the key predictions of our models, future improvements in GSMM reconstruction that address this limitation may assist in broadening the predictive capacity and accuracy of GSMMs, including MMRN.

The cellular composition of both the liver and tumors is heterogeneous and can change as a function of time, location within the tissue, and hormonal signals.^74^ Hepatocytes comprise approx. 60% of hepatic cell number but can contribute as much as 90% to hepatic biomass.^75^^,^^76^ Therefore, flux distributions of GSMM constrained with bulk RNA-Seq data would be predicted to predominantly reflect metabolism in hepatocytes and cancer cells, in the respective models. Nevertheless, hepatocytes themselves are metabolically heterogeneous, in part because of developmental transcriptional programmes.^74^ Single-cell data combined with approaches similar to those used to model metabolism of microbial communities^59^^,^^77^^,^^78^ may prove useful for elucidating the relevance of intercellular metabolic interactions and heterogeneity in determining tissue functions.^79^

The use of mouse diet composition as input to csGSMMs also has limitations. Although some dietary nutrients may reach the liver intact in some physiological settings, others can be digested in the gut lumen or metabolized by the microbiome before they reach tissues through the circulation.^80^^,^^81^^,^^82^ Also, even when information on circulating metabolite concentrations is available, it cannot be readily used to constrain uptake fluxes. Currently, there is no consistent framework for estimating which nutrients are available to tissues given a specific diet composition or blood metabolite concentrations; similar to our approach, several studies use the absolute dietary content as input to mammalian tissue models.^26^^,^^83^ The development of new methods to accurately model tissue-specific input would improve the performance of tissue-specific models. The availability of robust GSMMs and SyDiCoS, or similar approaches, to systematically interrogate the contributions of dietary components, alone and in combination, will likely be essential for developing rational dietary interventions.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Diethylnitrosamine (DEN)	Merck	Cat# N0258
Control diet (CD)	TestDiet	AIN-93G
Western diet (WD)	TestDiet	AIN-76A
^2^H_2_O	Merck	Cat# 151882
ADP	Merck	Cat# A4386
Octanoyl-carnitine	TOCRIS Bioscience	Cat# 0605

**Critical commercial assays**		

ISOLUTE® NH2 SPE columns	Biotage, UK	Cat# 470-0010-A

**Deposited data**		

RNA-sequencing data used in this study	This paper	GEO: GSE199899
Original code generated in this study	This paper	Zenodo: https://doi.org/10.5281/zenodo.7520583

**Experimental models: Organisms/strains**		

*Mus musculus* C57BL/6J	The Jackson Laboratory	RRID:IMSR_JAX:000664

**Software and algorithms**		

RSEM	Li and Dewey^84^	http://deweylab.github.io/RSEM/
STAR	Dobin et al.^85^	https://github.com/alexdobin/STAR
RSeQC	Wang et al.^86^	https://rseqc.sourceforge.net/
RNA-SeQC	DeLuca et al.^87^	https://github.com/getzlab/rnaseqc
DESeq2	Love et al.^88^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Apeglm	Zhu et al.^89^	https://bioconductor.org/packages/release/bioc/html/apeglm.html
clusterProfiler	Yu et al.^90^	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
RAVEN2.0 toolbox	Wang et al.^91^	https://github.com/SysBioChalmers/RAVEN
Task-driven Integrative Network Inference for Tissues	Agren et al.^45^	https://github.com/SysBioChalmers/RAVEN
COnstraint-Based Reconstruction and Analysis (COBRA) Toolbox (v2.0)	Heirendt et al.^92^	https://opencobra.github.io/cobratoolbox/stable/index.html
MEMOTE	Lieven et al.^47^	https://memote.io/
Prism 9.0	GraphPad Software	https://www.graphpad.com

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dimitrios Anastasiou ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mouse experiments

All the experimental procedures were conducted in conformity with public health service policy on humane care and use of laboratory animals, approved by The Francis Crick Institute’s Animal Welfare and Ethical Review Body (AWERB) and comply with a license to DA’s lab ratified by the UK Home Office. C57BL/6J mice were housed under a light-dark cycle of 12:12h with controlled temperature (22-24°C). Two-week old male mice were injected intraperitoneally with 25mg/kg of the carcinogen diethylnitrosamine (DEN). From the time of weaning, mice were fed a western-like diet (WD, TestDiet, AIN-76A, Table S1). Separate cohorts that were not injected with DEN (nonDEN) and cohorts provided a control diet (TestDiet, AIN-93G, Table S1) served as controls. Hence, the following experimental groups were generated: DEN^WD^, DEN^CD^, nonDEN^WD^, nonDEN^CD^. Caloric content of lipids and carbohydrates in WD is similar to average European diet.^31^

### Method details

#### Monitoring of tumour development with magnetic resonance imaging (MRI)

All *in vivo* MRI studies were performed on a 9.4 Tesla horizontal magnet (Biospec, Bruker, Germany). Mice were anaesthetized with 1-2% isoflurane in O_2_ and prone-positioned inside a^1^H quadrature volume coil (Bruker, Germany). The body temperature was maintained at 37 °C using a heating pad and breathing was monitored using a pressure sensor recording thorax movement (SA Instruments Inc, New York, USA). Tumor development was monitored regularly from 20 to 36 weeks in DEN-WD and DEN-CD mice. Axial and coronal MR images were acquired using breath-gated FLASH sequence with repetition time (TR) of 321ms, echo-time (TE) of 4.39ms, matrix of 256x256 and 4 averages.^93^

#### mRNA extraction, library preparation and sequencing

At the indicated experimental time points, mice were culled, livers were rapidly excised, tumors (where existing) were separated from adjacent tissue, and tissues were snap-frozen in liquid nitrogen. Samples were stored at -80°C. Total tissue was pulverised with mortar and pestle under a liquid nitrogen atmosphere and RNA was extracted from the equivalent of 20-30mg frozen tissue in TRIzol Reagent (Thermo Fisher Scientific, UK) followed by phenol removal with chloroform. RNA was further purified with the RNeasy Mini Kit (Qiagen, UK). DNase treatment was performed to remove any genomic DNA contamination. After RNA quantification and quality controls for integrity and purity (Nanodrop, Qubit and Agilent 2100 Bioanalyzer), libraries were prepared using KAPA mRNA HyperPrep Kit (Kapa Biosystems). mRNA sequencing (single-end, 40 million reads total) was performed on an Illumina HiSeq 2500 instrument.

#### Respiratory exchange ratio (RER) measurements of mice in metabolic cages

Eight DEN^WD^ and eight nonDEN^WD^ mice were individually housed in a laboratory animal monitoring system (TSE Phenomaster, TSE Systems GmBH). After an acclimatization period, O_2_ consumption and CO_2_ production, food, water intake and activity were continuously monitored for each mouse for a period of ≥48h. The mean O_2_ consumption and CO_2_ production rates measured over 48h were used to constrain context-specific GSMMs – see generation of context-specific GSMMs (csGSMMs) from [MMRNHep] for further details.

#### Processing of RNA-sequencing data

Raw RNA-sequencing data were processed using an in-house analysis pipeline. Quality of raw sequencing data was checked with FastQC v0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reference genome alignment was performed against Genome Reference Consortium Mouse Build 38 (GRCm38) with RSEM^84^ and STAR.^85^ RSEM was used to generate raw counts, fragments per kilobase million (FPKM) and transcripts per million (TPM) which were used for all downstream analyses. Quality control metrics were reported with picard, RSeQC^86^ and RNA-SeQC.^87^ A final quality control report was generated with MultiQC.^94^ RNA-Seq data are available through the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO, https://www.ncbi.nlm.nih.gov/geo/) accession number GSE199899.

#### Differential gene expression and enrichment analysis

The RSEM gene count matrix was used for differential gene expression (DGE) analysis with DESeq2^88^ with the apeglm algorithm for log-fold change shrinkage.^89^ Unless otherwise specified genes with an absolute minimum log-fold change of 1 and FDR-adjusted p-value ≤0.05 were considered statistically significant. The *clusterProfiler* package was used for Gene Ontology (GO) over-representation tests using the *enrichGO* function and Benjamini-Hochberg method was used to correct for multiple tests.^90^^,^^95^

#### Reconstruction of Mouse Metabolic Reaction Network (MMRN)

To generate a new mouse GSMM with increased metabolic network coverage, we used two human GSMMs, the Human Metabolic Reactions (HMR) database version 2 (HMR2)^36^ and Recon3D^35^ as templates. The protocol described here used known mouse gene orthologs of human genes as well as new gene orthologs identified by the homology of the protein sequences they encode to sequences of human proteins.

Human-to-mouse orthologs were downloaded using the online BioMart tool (www.biomart.org/, date accessed – January 2019). HMR2 uses Ensembl gene identifiers as gene annotations and human genes in HMR2 could therefore be directly replaced with their corresponding mouse ortholog.

To augment this network, two networks based on sequence homology between mouse and human protein sequences in HMR2 and Recon3D were reconstructed in a two-step process using the RAVEN2.0 toolbox^91^ implemented in MATLAB R2019b. In the first step, the *getBlast* function was used to perform a bi-directional BLASTP between the amino acid sequences of proteins in GRCm38 and the amino acid sequences of proteins encoded by genes in the HMR2 and Recon3D databases, respectively. The two resulting BLAST structures were then used as input for the *getModelFromHomology* function in the second step that aims to replace human genes within the reference GSMM with corresponding mouse orthologues provided that there is sufficient sequence alignment between genes (e-value cut-off 10^-30^).

A metabolite identifier map between HMR2 and Recon3D was generated (Table S2) and used to rename all metabolite identifiers in IM1-IM3 and the Mouse Metabolic Reaction (MMR)^26^ database to their corresponding KEGG identifiers. Universal metabolite nomenclature allowed step-wise integration of orthology reconstructions and MMR by merging the stoichiometric (S) matrices with the *mergeModels* function in RAVEN2.0.

The resulting reconstruction, Mouse Metabolic Reaction Network (MMRN), was computationally evaluated. Firstly, duplicate reactions, genes and metabolites were removed and the biomass reaction from HMR2 was added to the reconstruction. The *checkTasks* function was then used to assess whether MMRN can perform 56 common metabolic growth tasks.^45^ Finally, elemental balance of all reactions was assessed for carbon, nitrogen, oxygen, sulfur or phosphorous, and all imbalanced reactions were removed in a stepwise manner while ensuring consistent biomass flux and fulfilment of metabolic growth tasks. Reactions that resulted in decreased biomass flux or failure of a task were manually curated for mass-balance.

#### Benchmarking of MMRN

Three mGSMMs, Mouse1, MMR and iMM1865, and three hGSMMs, Human1, HMR2 and Recon3D, were used as references to compare to and benchmark MMRN. The *getElementalBalance* function in RAVEN2.0 was used to calculate the mass balance of all metabolic reactions for carbon, nitrogen, oxygen, sulfur or phosphorous. Connectivity was assessed by converting each GSMM to a bipartite graph using the S-matrix and counting the frequency of components. MEMOTE (version 0.13.0) was then used to evaluate MMRN using the same parameter settings as.^34^ In short, the report snapshot function in MEMOTE was used to generate HTML files for each model containing the evaluation results (found in https://github.com/sysbiomelab/MMRNHep/tree/main/data/memote). As in,^34^ the following four tests were left out of the analysis because they do not contribute to the overall MEMOTE score and require excessively long computation time due to the use of flux variability analysis: *test_blocked_reactions*, *test_find_stoichiometrically_balanced_cycles*, *test_find_metabolites_not_produced_with_open_bounds,* and *test_find_metabolites_not_consumed_with_open_bounds*.

MMRN scored well for most MEMOTE consistency attributes (mass balance, charge balance and metabolite connectivity), but, similar to HMR2, Recon3D and MMR, MMRN failed ‘stoichiometric consistency’. We used the SInConsistentMetBool variable of the findStoichConsistentSubset function in COBRA^92^ and found that the following metabolites contributed to the stoichiometric inconsistency: HDL, LDL, TAG-extraction, VLDL, chylomicron, chylomicron remnant, cofactors and vitamins, fatty acid-uptake pool, lipid droplet, phospholipids extracellular pool, vitamin A derivatives, vitamin D derivatives, vitamin E derivatives.

#### Reconstruction of [MMRN^Hep^]

The maximum FPKM expression values across all mouse experimental conditions were calculated for genes in MMRN. This was used with 56 common metabolic growth tasks as input for the task-driven Integrative Network Inference for Tissues, tINIT, (Agren et al. 2014), to generate a generic hepatic GSMM,[MMRN^Hep^]. The expression of genes was classified as high (FPKM ≥50), medium (10 ≤ FPKM >50), low (1 ≤ FPKM <10) or no expression (FPKM <1).

#### Generation of context-specific GSMMs (csGSMMs) from [MMRN^Hep^]

##### Gene expression-based constraining

An adapted version of the E-flux^46^ method was used to construct constraint vectors for the lower- and upper reaction bounds of [MMRN^Hep^]. For this purpose, a vector *b* was constructed for each experimental condition using expression data and gene-reaction rules (GR-rules) of [MMRN^Hep^] as follows. For a reaction catalyzed by a single gene the mean expression value across biological replicates was considered for *b*_*j*_. For reactions with multiple enzymes associated with ‘or’ relationships the sum of the mean expression values for individual genes was considered for *b*_*j*_. For reversible reactions the negative value of *b*_*j*_ was also imposed as a lower bound allowing these reactions to be bi-directional. Orphan reactions, reactions without gene association, were kept unconstrained.

##### O_2_ and CO_2_ constraining

We used the RER measured for DEN and nonDEN mice to constrain oxygen uptake and carbon dioxide production for DEN and nonDEN GSMMs, respectively (Table S5). For this purpose, the mean volumes of oxygen consumption and CO_2_ production for 5 mice were converted to flux values (mmol/mouse/day) using Equation 1

(Equation 1) $$b=\frac{pV}{M}$$

where *b* is the constraint value, *p* the density, *V* the average volume and *M* the molecular weight of either oxygen or carbon dioxide. The calculated flux values were used to set the lower bound of corresponding reactions.

##### Diet-based constraining

The content of the WD and the CD was used to constrain uptake rates (or exchange reactions) of the GSMM using Equation 2

(Equation 2) $$b=\frac{PW}{M}$$

where *b* is the constraint value, *P* is the % w/w of a metabolite in the diet, *M* the molecular weight of that metabolite and *W* the average grams of food consumed per mouse per day (3g). The % w/w content of nutrients in CD and WD was obtained from the respective diet information sheets, AIN-93G and AIN-76A (see *Mouse experimental design*) and also listed in Table S6. We divided the stated diet content for saturated FAs equally between palmitate, stearate, myristic acid and lauric acid. Similarly, we divided the stated content for monounsaturated FAs equally among eicosenoic acid, octadecenoic acid and palmitoleic acid.

The calculated values (mmol/mouse/day) were used to constrain the upper bounds exchange reactions and thus reflect the maximum uptake rate of a particular metabolite available to the GSMM to perform flux balance analysis. The carbon flux (or *C*_*moles*_) for each diet was calculated using Equation 3

(Equation 3) $$C_{moles}=\sum_{j=1}^{n}C\;b_{j}$$

where *C*_*moles*_ is the moles of carbons, *C* the number of carbons in each metabolite and *b* the upper bound flux for *j* = 1 to *n* metabolites within each diet. The same equation was used to calculate the *C*_*moles*_ for uptake by using the calculated uptake flux value, *v*, instead of *b* for each metabolite. Defining the physiologically correct metabolic input for flux simulations in mammalian tissue GSMMs is challenging^56^ and directly translating the diet to input flux remains the state of the art.^26^^,^^96^ Therefore, for the purpose of this analysis, it is assumed that components in the mouse diet are directly available to tissues.

#### Flux balance analysis (FBA) and differential flux analysis

The *solveLP* function in the RAVEN2.0 toolbox was used with the parameter to minimize the sum of all absolute fluxes using the MOSEK version 7 solver (www.mosek.com) in MATLAB R2019a. The HMR2 biomass equation was used as an objective function for all GSMMs. Since the chosen objective has a remarkable influence on the resulting flux distribution when solving the linear problem, we chose to use the same objective for all GSMMs to be able to do pairwise comparisons of all of flux vectors. To compare two flux distributions, we calculated the Euclidean distance between two flux vectors using the SciPy package implemented in python3.7. To identify differential flux reactions between two FBA experiments we directly compared two flux vectors and calculated a flux ratio between two experiments.

#### Isolation of mitochondria from liver and oxygen flux measurements

Mice were culled and the tissues of interest (liver, peritumoral liver and tumor) were quicky excised and rinsed in cold phosphate buffer before being transferred to mitochondrial isolation buffer (250mM sucrose, 10mM Hepes, 0.1% BSA fatty-acid free, pH 7.2). Tissue was homogenized on ice with a Potter-Elvehjem homogeniser before centrifugation at 800x*g* for 10 minat 4°C. After discarding the top lipid layer, the supernatant was centrifuged at 10000x*g* for 10 minat 4°C. The pellet was resuspended in washing buffer (250mM sucrose, 10mM Hepes pH7.2) and centrifuged again at 10000x*g* for 10 minat 4°C, a process that was repeated twice. The resulting mitochondrial pellet was resuspended in 0.5mL of washing buffer. Mitochondrial protein quantification was performed with Pierce BCA Protein assay.

Mitochondrial respiration driven by fatty acid oxidation was assessed with an oxygen electrode system (Oroboros Oxygraph-2K, Oroboros Instruments, Austria) using 1mg of mitochondrial protein in 2mL of working buffer (130mM sucrose, 50mM KCl, 5mM KH_2_PO_4_, 5mM MgCl_2_, 5mM Hepes, 50μM EDTA, pH7.2 at 37°C) supplemented with 4mM ADP and 0.5mM octanoyl-carnitine.

#### *De novo* lipogenesis (DNL) assessed with ^2^H_2_O

The contribution of *de novo* lipogenesis (DNL) to hepatic or tumoral triglyceride (TAG) pool was determined *in vivo* using ^2^H_2_O.^93^^,^^97^ In brief, mice were intraperitoneally injected with ^2^H_2_O and supplied with 5% ^2^H_2_O drinking water while feeding *ad libitum*. 16 h later, animals were culled, tissues were collected and frozen in liquid N_2_. Tissues were powdered under liquid N_2_ atmosphere and lipids were extracted with the Folch method.^98^ Triglycerides were isolated using ISOLUTE® NH2 SPE (Biotage, UK). *De novo* synthesised FAs and glycerol incorporated in TAGs were determined as the fraction of FA methyl or glyceryl moiety, respectively, in TAG that were labeled with ^2^H, normalized for the enrichment of ^2^H in H_2_O in the plasma of each mouse measured using ^2^H NMR.^99^

### Quantification and statistical analysis

Statistical analysis for RNA-sequencing data was performed in R software v 4.1.2 using the DESeq2 package; genes with an FDR-adjusted p-value ≤0.05 and absolute log_2_-fold change ≥1 were considered statistically significant. Statistical analysis of all experimental procedures was performed in GraphPad Prism software v9.0. The specific statistical tests used are described in the corresponding figure legends.

## Data Availability

• RNA-sequencing data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. • All original code has been deposited at Zenodo and is publicly available as of the date of publication. The DOI is listed in the key resources table. • Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Systematic diet composition swap in a mouse genome-scale metabolic model reveals determinants of obesogenic diet metabolism in liver cancer
**Source:** iScience. 2023 Jan 24;26(2):106040. doi: 10.1016/j.isci.2023.106040
**Supplement:** Document S1. Figures S1–S4

## **Supplemental information**

### **Systematic diet composition swap in a mouse genome-scale metabolic model reveals determinants of obesogenic diet metabolism in liver cancer**

**Frederick Clasen, Patrícia M. Nunes, Gholamreza Bidkhori, Nourdine Bah, Stefan Boeing, Saeed Shoaie, and Dimitrios Anastasiou**

## SUPPLEMENTAL FIGURES

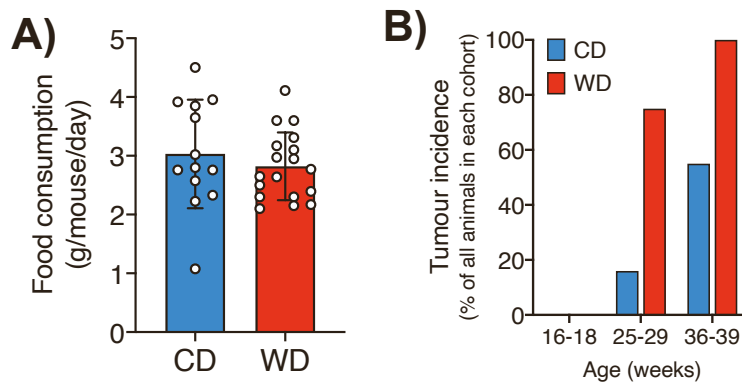

**Figure S1. Food consumption and tumour incidence measurements for mice used in experiments related to Figure 1.**

**A)** Food consumption measurements for mice fed a CD or WD used to calculate  $C_{\text{moles}}^{\text{DIET}}$  in this study. Data are represented as mean  $\pm$  SD.

**B)** The tumour incidence for mice fed either a CD or WD at different age intervals. At time of tissue harvesting (36-39 weeks of age) all WD mice had tumours compared to 55% of mice with tumours on a CD.

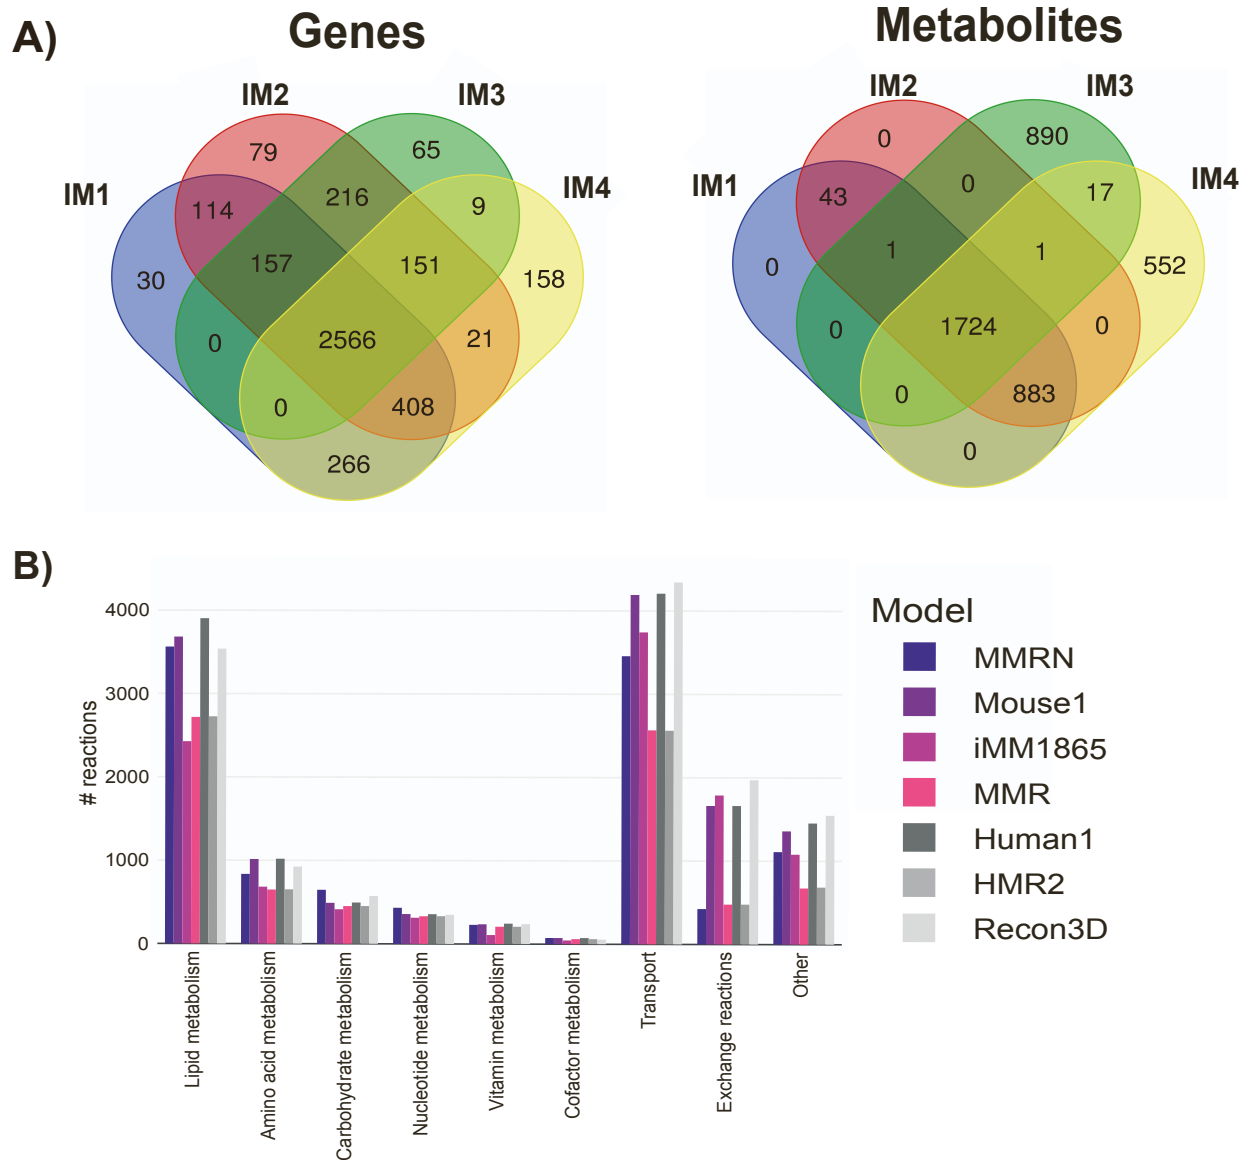

**Figure S2. Model attributes linked to MMRN construction and benchmarking (related to Figure 2).**

**A)** IM1-4 used to reconstruct MMRN are not redundant. Overlap of genes and metabolites for IM1-4 shown as Venn diagrams.

**B)** Number of reactions in MMRN compared to previously published mouse GSMMs Mouse1 <sup>1</sup>, MMR <sup>2</sup>, iMM1865 <sup>3</sup> and human GSMMs Human1 <sup>4</sup>, HMR2 <sup>5</sup>, Recon3D <sup>6</sup>.

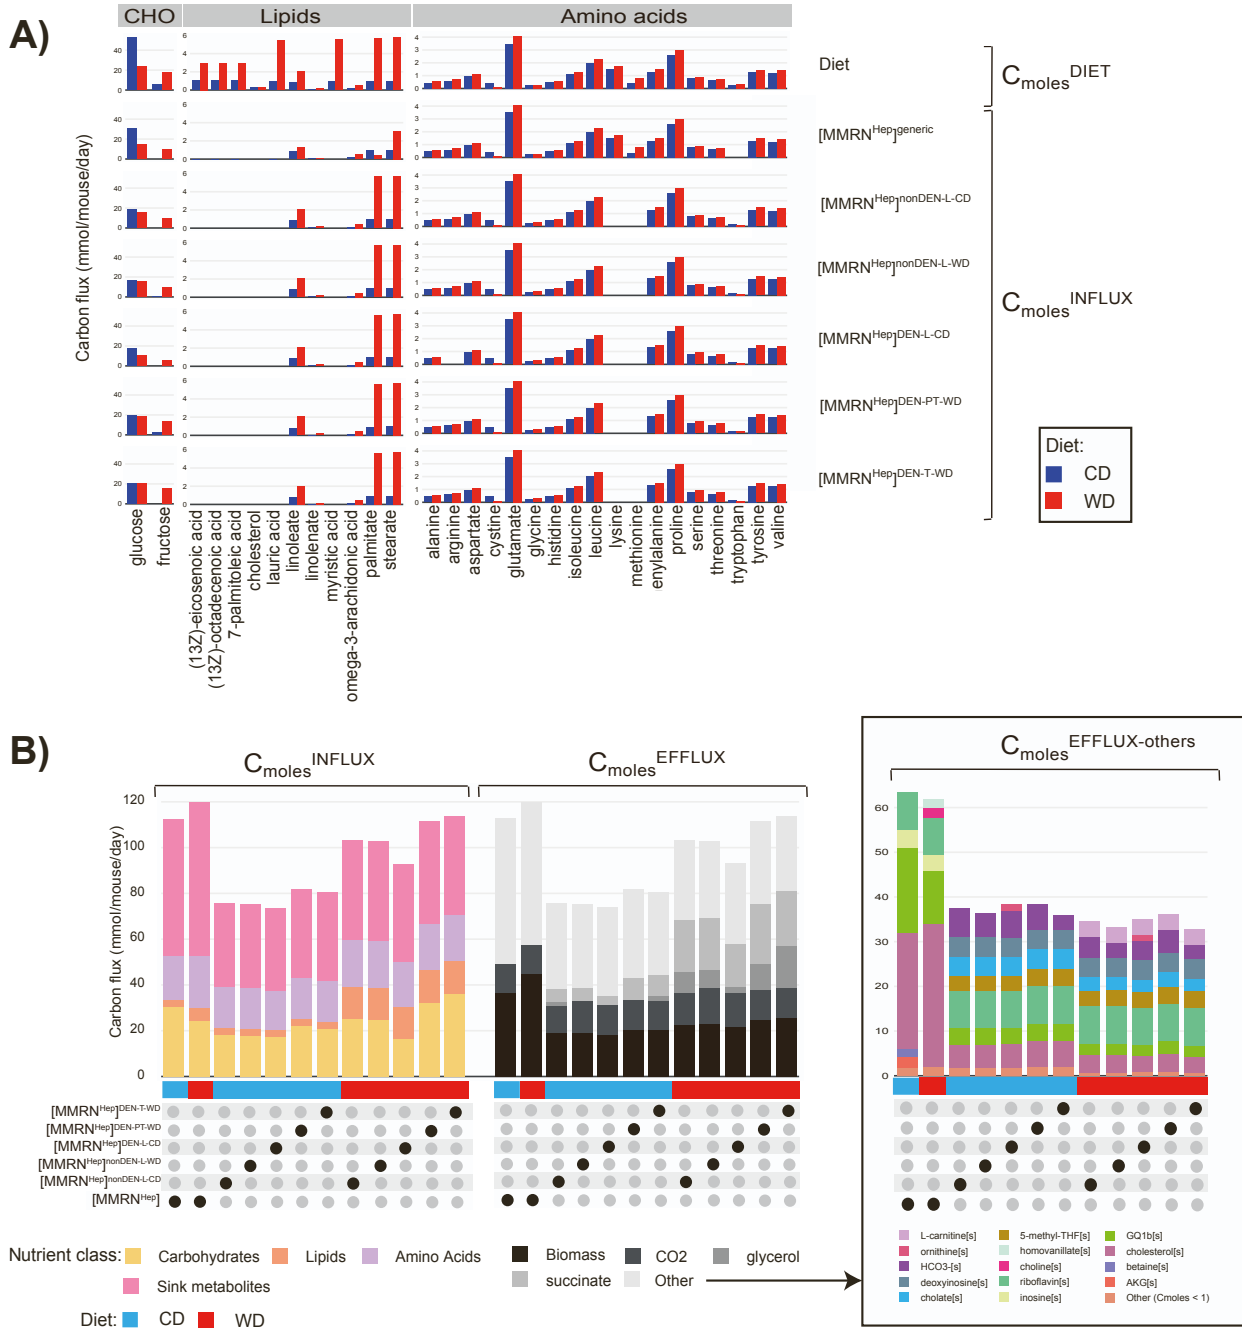

**Figure S3. Breakdown of  $C_{\text{moles}}$  values related to data presented in Figure 3.**

**A)**  $C_{\text{moles}}^{\text{DIET}}$  (top) and  $C_{\text{moles}}^{\text{INFLUX}}$  for individual dietary nutrients that belong to the three major dietary component classes (carbohydrates, lipids and amino acids) for CD and WD.

**B)**  $C_{\text{moles}}^{\text{INFLUX}}$  (left panel) for different csGSMs as in Figure 3B, but including metabolites such as co-factors, vitamins and oxygen that partake in sink reactions and are added to ensure functionality of the model. The  $C_{\text{moles}}^{\text{EFFLUX}}$  equals the  $C_{\text{moles}}^{\text{INFLUX}}$  values for each model when the sink reactions are included, attesting to the carbon balance of [MMRN<sup>Hep</sup>]. The right panel depicts the  $C_{\text{moles}}^{\text{EFFLUX}}$  of metabolites that do not fall under the three major nutrient class categories (carbohydrates, lipids, amino acids). This graph illustrates that increases in the  $C_{\text{moles}}^{\text{EFFLUX}}$  values of glycerol and succinate largely account for the increase in total  $C_{\text{moles}}^{\text{EFFLUX}}$  in WD compared to CD.

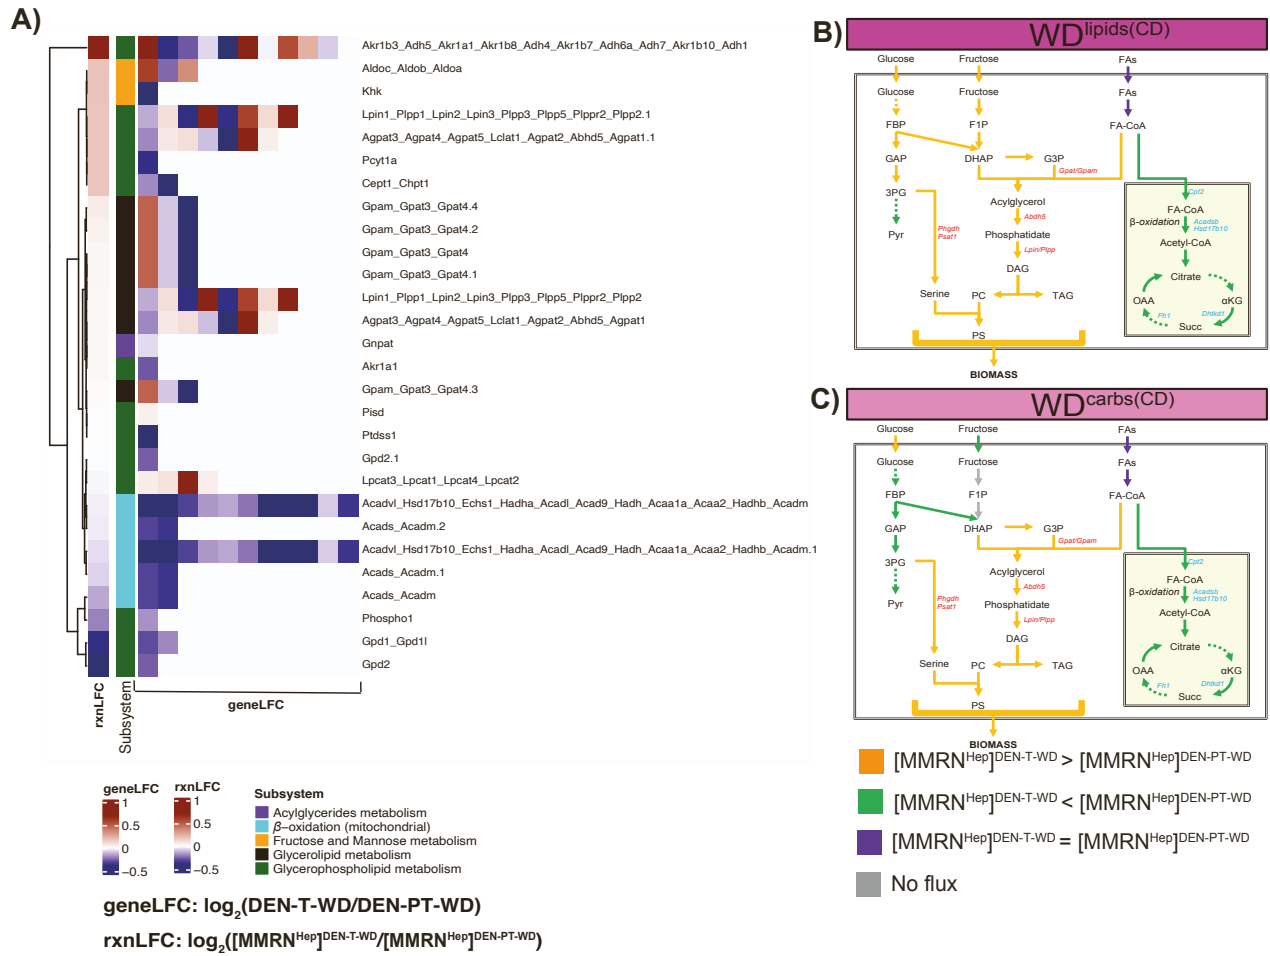

**Figure S4. Differences in measured gene expression and in estimated fluxes between T and PT tissues related to Figure 4.**

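Genes of the network of Figure 4E were compared between tumors (n = 6) and peritumoral liver (n = 8), with adjusted p-values from edgeR's quasi-likelihood test. In the carnitine shuttle, *Cpt2* (chromosome 4 of GRCm38, 107903981 to 107923610) fell from 2584 ± 367 to 1720 ± 311 normalized counts (SD), a log2 fold change of −0.59 (standard error 0.10, adjusted p = 0.000129). Of its other members, singled out after their values were seen, *Slc25a20* (chromosome 9, 108662088 to 108684641) changed by −0.46 (standard error 0.10, adjusted p = 0.000761), and *Cpt1a* (chromosome 19, 3322334 to 3385733) did not differ, with 15348 ± 3014 and 15704 ± 3274 normalized counts (log2 fold change 0.03, adjusted p = 0.873). Of the acyl-CoA dehydrogenases, *Acadsb* (chromosome 7, 131410601 to 131448944) changed by −0.79 (standard error 0.07, adjusted p = 5.46e-08) and *Acadvl* (chromosome 11, 70010183 to 70015411), with 26.9% of its sequence shared with *Dvl2*, by −0.49 (standard error 0.07, adjusted p = 1.76e-05); in both, every tumor lay below every peritumoral sample. *Acadm* (−0.41, adjusted p = 0.0123) and *Acads* (−0.35, adjusted p = 0.00737) were lower by less. Over its alternatives, the adjusted p of *Acadm* ranged from 0.00556 to 0.0702. *Acadl*, with peritumoral replicate 3 below the others, did not differ (−0.16, adjusted p = 0.216).
*Hsd17b10* (chromosome X, 152001845 to 152004442) fell from 2767 ± 307 to 1694 ± 127 normalized counts, a log2 fold change of −0.71 (standard error 0.09, adjusted p = 3.47e-06). The changes of *Hadh* (−0.47, adjusted p = 0.00119), *Acaa2* (−0.45, adjusted p = 0.000799) and *Echs1* (−0.34, adjusted p = 0.00174) were smaller. *Hadha* (−0.18, adjusted p = 0.0972) and *Hadhb* (−0.10, adjusted p = 0.427), 19.7% of whose sequence is shared with other genes, did not differ. Of the genes next to β-oxidation in Figure 4E, *Dhtkd1* (chromosome 2, 5896115 to 5942792) changed by −0.98 (standard error 0.15, adjusted p = 2.48e-05), with tumor replicate 5 above the other tumors. *Fh1* (chromosome 1, 175600374 to 175625635) changed by −0.41 (adjusted p = 0.0371) and lost significance in 6 of the 14 fits that each left out one replicate. Of the phosphatidate phosphatases, *Plpp2* rose by 0.94 (adjusted p = 6.74e-08), *Plpp3* changed by −0.43 (adjusted p = 0.00734) and *Plpp1*, with 23.1% of its sequence shared, did not differ (0.10, adjusted p = 0.385); tumor replicate 5 stood apart from the other tumors in *Plpp2* and *Plpp3*. The acyltransferase genes *Dgat1* (0.04, adjusted p = 0.722) and *Dgat2* (−0.22, adjusted p = 0.254) did not differ, with tumor replicate 5 below the other tumors in *Dgat2*.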

**A)** Log<sub>2</sub>-fold changes of gene expression and reaction fluxes shown in **Figure 4E**. The log<sub>2</sub>-fold change in the expression of each gene associated with the corresponding reaction is plotted for DEN<sup>T</sup> compared to DEN<sup>PT</sup>.

**B)** Metabolic network as in **Figure 4E** showing lux differences in tumoral and peritumoral models in  $\text{WD}_{\text{lipids}}(\text{CD})$ .

**C)** Metabolic network as in **Figure 4E** showing lux differences in tumoral and peritumoral models in  $\text{WD}_{\text{carbs}}(\text{CD})$ .

**SUPPLEMENTAL REFERENCES**

- S1. Wang, H., Robinson, J.L., Kocabas, P., Gustafsson, J., Anton, M., Cholley, P.E., Huang, S., Gobom, J., Svensson, T., Uhlen, M., et al. (2021). Genome-scale metabolic network reconstruction of model animals as a platform for translational research. *Proc Natl Acad Sci U S A* **118**. 10.1073/pnas.2102344118.
- S2. Mardinoglu, A., Shoaie, S., Bergentall, M., Ghaffari, P., Zhang, C., Larsson, E., Backhed, F., and Nielsen, J. (2015). The gut microbiota modulates host amino acid and glutathione metabolism in mice. *Mol Syst Biol* **11**, 834. 10.15252/msb.20156487.
- S3. Khodaei, S., Asgari, Y., Totonchi, M., and Karimi-Jafari, M.H. (2020). iMM1865: A New Reconstruction of Mouse Genome-Scale Metabolic Model. *Sci Rep* **10**, 6177. 10.1038/s41598-020-63235-w.
- S4. Robinson, J.L., Kocabas, P., Wang, H., Cholley, P.E., Cook, D., Nilsson, A., Anton, M., Ferreira, R., Domenzain, I., Billa, V., et al. (2020). An atlas of human metabolism. *Sci Signal* **13**. 10.1126/scisignal.aaz1482.
- S5. Mardinoglu, A., Agren, R., Kampf, C., Asplund, A., Uhlen, M., and Nielsen, J. (2014). Genome-scale metabolic modelling of hepatocytes reveals serine deficiency in patients with non-alcoholic fatty liver disease. *Nat Commun* **5**, 3083. 10.1038/ncomms4083.
- S6. Brunk, E., Sahoo, S., Zielinski, D.C., Altunkaya, A., Drager, A., Mih, N., Gatto, F., Nilsson, A., Preciat Gonzalez, G.A., Aurich, M.K., et al. (2018). Recon3D enables a three-dimensional view of gene variation in human metabolism. *Nat Biotechnol* **36**, 272-281. 10.1038/nbt.4072.

How the deposited data were processed for this re-analysis (not part of the article)

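RNA sequencing of 25 mouse liver and tumor samples in 5 groups was analysed: nonDEN L-CD (3 samples), nonDEN L-WD (4), DEN L-CD (4), DEN PT-WD (8) and DEN T-WD (6). Conditions, diets, replicate numbers and the dose of DEN came from the sample labels, and the age at harvest from the paper. The authors checked read quality with FastQC, aligned the reads to GRCm38 with STAR and ran RSEM, whose expected count per gene is not normalized and need not be a whole number. The authors' TPM values are RSEM's length-corrected shares of the transcripts of each sample. The authors' FPKM values are reads scaled by RSEM to gene length and mapped reads. Versions of STAR and RSEM, the annotation release, trimming and the use of strand are not named in the paper's text. Each sample has its own file, and none of the 25 was left out.

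Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr by group with a minimum count of 10). A single fit over the 5 groups gave 10 pairwise comparisons and the interaction of DEN with diet, with Benjamini-Hochberg adjustment over 15625 genes. Genes at an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1 were counted, which are the thresholds of the paper's methods. The paper's methods name DESeq2 with apeglm; DESeq2 1.42.0 and apeglm 1.24.0 were run as alternatives. Normalized counts are expected counts scaled to TMM library sizes. Set scores and reaction sums were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9. Set scores used log2 CPM with a prior count of 2. Exact permutation tests enumerated all splits and were two-sided, and the test of the pancreas score used 100000 permutations. Enrichment was tested by Fisher's exact test, two-sided, against the other tested genes for lists of processes, and against the other tested genes of Table S7 for its subsystems, with a smallest set of 5 genes and a q threshold of 0.01. The lists hold 189 genes chosen by hand, some for processes the paper names (such as inflammation, proliferation and lipid metabolism) and others, which it does not name, for cell types, tissues and circadian genes, and 15 of the 16 lists had enough tested genes. GO annotation was not used here.

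Procedures were tested on simulated data drawn from the means and library sizes of the samples, with 200 genes changed. Each had at least 1 CPM on average and changed by a log2 fold change of 2, up or down. Recovery of smaller changes was thus not tested. The quasi-likelihood test recovered 95% of them among 15314 genes for nonDEN L-WD against nonDEN L-CD, with 3 other genes called, and 96% among 15312 genes for DEN T-WD against DEN PT-WD, with 2 other genes called. Replicates were checked by a chi-square of their counts per gene, and no pair was counted as 1 sample. Depth limits the genes with few counts: a group with at most 3 counts in each library was taken to be at the floor, and a fold against it is a lower bound.

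The text names every gene that the paper names for expression, apart from a gene that is not reported here. For DEN T-WD against DEN PT-WD, nonDEN L-WD against nonDEN L-CD, DEN L-CD against nonDEN L-CD and DEN PT-WD against nonDEN L-WD it also names up to 3 genes with the largest increase and 3 with the largest decrease among those called, with at least 100 normalized counts in the higher group and no overlap between the groups. *Cpt1a*, *Slc25a20*, *Psph* and *Alb* were chosen after their values were seen. Gene coordinates are those of GRCm38, and the share of a gene's sequence held by other genes is the percent of its words of 50 bases that occur in their transcripts.

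Replicate numbers in the labels are shared between groups. For the RNA libraries, the paper does not say that equal numbers mark the same mouse or the same day, although the legends of Figure 4 describe paired tumor and peritumoral samples of a mouse for other assays, so the replicate number was used as a block only as an alternative. Other alternatives were DESeq2's Wald test, DESeq2's size factors, no filter on low counts, fits of only the groups compared, each replicate left out, other gene numbers and transformations for the principal components, TPM-based and summed scores, FPKM for reaction sums, other rules for the FPKM classes, and other tolerances for the flux bounds. The fluxes, imaging, metabolic cages, respiration and tracer measurements of the paper were not analysed here, apart from the published fluxes of Table S7, which were set beside summed TPM.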

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

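All tests in this part were chosen only after the results were seen, apart from the interaction test, its count of other splits and the comparison of single nonDEN L-CD libraries. In groups of 4 to 10 samples, a sample was singled out when its gap to the nearest other sample was large against the range of its group, which chance gives in about 1 of 20 groups. Of 131 groups examined, 12 had such a sample, where 6.6 would be given by chance. Among single genes it was 11 of 109 groups, where chance gives 5.4.

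Tumor replicate 5 accounted for 9 of these genes. On the log2 scale of normalized counts it stood at 4.49 for *Phgdh* (other tumors 7.14 to 8.35), 7.38 for *Psat1* (9.74 to 9.95), 10.85 for *Plpp3* (11.56 to 11.86), 11.93 for *Dgat2* (12.70 to 13.10) and 11.64 for *Cyp2c29* (12.53 to 12.96). It was above the other tumors for *Plpp2* (9.78, others 9.34 to 9.46), *Mogat2* (7.76, others 3.37 to 4.64), *Dhtkd1* (10.08, others 9.13 to 9.36) and *Elovl7* (11.38, others 7.82 to 8.31). A mislabelled liver sample was weighed: over the genes that differ between tumors and nonDEN L-WD, this sample lay 0.944 of the way from nonDEN L-WD to the other 5 tumors, where a non-tumor liver sample would lie nearer to nonDEN L-WD. On the way to all 6 tumors it lay at 0.774 for the genes higher in tumors, the lowest of the tumors (others 0.944 to 1.044), and at 1.019 for the genes lower in tumors (others 0.973 to 1.056). The test is not strict, since the genes were chosen with this tumor among the samples. Tumors of different origin in the same group may differ in such genes, but the labels name no subtype, and no biological explanation was tested.

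Peritumoral replicate 3 stood apart for *Acadl* (11.75, others 12.13 to 12.46) and peritumoral replicate 7 for *Cyp2b13* (2.38, others 6.27 to 8.68). DEN L-CD replicate 1 had a total count of 29415013, where the other 3 had 24628880 to 24957785. TMM normalization scales the total out, and no explanation of these 3 values was tested.

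The effect of DEN differed between diets in 430 genes (245 higher, 185 lower). These genes had an adjusted p-value of at most 0.05 from edgeR's quasi-likelihood test of the interaction and an absolute log2 value of at least 1. With the replicate number as a block, 263 genes passed (122 higher, 141 lower), so that the excess of higher genes was not kept. The comparison sets DEN PT-WD against nonDEN L-WD and DEN L-CD against nonDEN L-CD, so that diet and the nearness of a tumor cannot be told apart in it. Of 100 splits that permuted the labels within replicate numbers, the real one included, 4 gave as many genes, and the highest other number was 1956; these splits also move the effects of DEN and diet themselves. Of the 430 genes, 276 also differed between nonDEN L-WD and nonDEN L-CD and 279 between DEN L-CD and nonDEN L-CD, and 102 were in neither list. All 276 and all 279 had the opposite sign in the interaction. These overlaps share the nonDEN L-CD libraries with the interaction, so that they do not show where it comes from. Noise of single nonDEN L-CD libraries was tested as a source of the differences of nonDEN L-CD from both groups: log2 fold changes of nonDEN L-WD and DEN L-CD, each against separate nonDEN L-CD libraries, correlated across genes with a mean r of 0.451 (0.385 to 0.525 over 6 such fits), and genes are not independent replicates. Time of day at harvest was also weighed: the list of circadian genes was not over-represented among the genes that differed between nonDEN L-WD and nonDEN L-CD (Fisher's exact test, two-sided, p = 0.130). The nonDEN L-CD libraries also differed among themselves: the acute phase score was 6.83, 8.85 and 9.10 in replicates 1, 2 and 3, and *Mt1* had 1723, 22319 and 22534 normalized counts in these libraries. The labels give no reason for it.

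Genes of pancreatic enzymes, which the paper does not discuss, were expressed in liver samples. Their summed TPM was 6556 in peritumoral replicate 1, with a median of 264.8 and a lowest value of 9.72 over the 25 samples. They carried 23.8% of the squared loadings of PC2, against 2.2% if even. Without the 58 genes correlated with them, the share of PC2 fell from 17.7% to 10.5%, and the difference between diets on it was −7.56 (exact permutation p = 0.0473; −1.02, exact permutation p = 0.792, between DEN PT-WD and DEN L-CD), so that part of PC2 followed these genes. The score of these genes did not differ between the 5 groups (permutation test of the variance between groups, p = 0.474). Pancreas tissue taken with the liver is a candidate source of these reads. Their summed TPM varied within groups, from 10.4 to 1294 in nonDEN L-CD and from 9.72 to 6556 in DEN PT-WD. The test between groups of 3 to 8 samples does not exclude a difference by condition.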

How the results depend on the processing

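The alternatives were set before the data were examined, apart from DESeq2 with apeglm and no filter on low counts, and principal components without the 58 genes correlated with the pancreas genes, which were chosen after seeing the data. So were the tests of DEN L-CD against nonDEN L-CD on PC1 and of DEN PT-WD against DEN L-CD on PC2, and the counts without a minimum fold change other than that of tumors against peritumoral liver. The 61 values of named genes were recomputed under alternatives 1167 times: 1114 kept their direction and their side of the threshold, 44 lost significance (11 genes), 3 gained it (2 genes) and 6 reversed (2 genes). A missing adjusted p-value was counted as not significant, which may hold for *Elovl7* with DESeq2. With a sample left out, 27 of 758 values lost significance, in 7 genes. Of 390 other values, 326 kept direction and side of the threshold or stayed within the spread, and the remaining ones are given here. The cause was not tested for any value that moved or reversed.

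Without a minimum fold change, all counts of differentially expressed genes rose by more than 1.5 times. They were 3626 for nonDEN L-WD, 3327 for DEN L-CD, 7082 for DEN PT-WD and 8439 for DEN T-WD against nonDEN L-CD, 112 for DEN L-CD, 1933 for DEN PT-WD and 7656 for DEN T-WD against nonDEN L-WD, 1650 for DEN PT-WD and 7324 for DEN T-WD against DEN L-CD, 5884 for tumors against peritumoral liver (1235 with the minimum) and 1311 for the interaction. DESeq2's Wald test gave 93 genes for DEN L-CD against nonDEN L-WD (39 with edgeR), and DESeq2 with apeglm 193 for DEN PT-WD against DEN L-CD (297 with edgeR). Of the Table S10 genes, 11 passed an absolute log2 fold change of 1, in place of 56 with none. DESeq2's size factors moved the share of genes that were higher by at most 2.6 points. With apeglm, the log2 fold changes of genes with few or no counts in a group shrank to 0.02 for *Rptn*, −0.16 for *Gm7334* and −0.04 for *Gm10222*, although their adjusted p-values stayed low (1.55e-09, 7.09e-09 and 9.11e-10; over the alternatives, that of *Rptn* ranged up to 0.0601).

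With the replicate number as a block, the counts were 741 for nonDEN L-WD and 298 for DEN L-CD against nonDEN L-CD, 1587 for DEN PT-WD and 2559 for DEN T-WD against nonDEN L-CD, 25 for DEN L-CD, 187 for DEN PT-WD and 2026 for DEN T-WD against nonDEN L-WD, 354 for DEN PT-WD and 1933 for DEN T-WD against DEN L-CD, 890 for tumors against peritumoral liver and 263 for the interaction. Of these, 298 (in place of 734), 25 (39), 187 (432) and 263 (430) were lower by more than 1.5 times. The mean correlations of same-numbered libraries were −0.006 (DEN PT-WD against nonDEN L-CD), −0.095, −0.010 and −0.049 (against nonDEN L-WD in the order above), 0.045 and −0.022 (against DEN L-CD) and 0.071 (tumors against peritumoral liver). Of the Table S10 genes, 47 differed under the block (22 higher, 25 lower). Over the 6 paired samples, the β-oxidation score changed by −0.43 (exact permutation p = 0.0625, q = 0.156, lower in 5 of 6 pairs) and the carnitine shuttle score by −0.51 (exact permutation p = 0.0312, the smallest that 6 pairs allow, q = 0.156, lower in 6 of 6 pairs); over all alternatives their q ranged from 0.00500 to 0.156. The smallest p that 6 pairs allow limits this test. Paired reaction sums gave 0 of 38 sets at q of at most 0.05, with 10 at an unadjusted p under 0.05 and a lowest q of 0.119, in place of 10 sets. Under the block, *Dgat1* reversed to −0.0398.

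The glycerolipid, glycerophospholipid and fatty acid biosynthesis scores changed sign or passed the threshold with some scalings. The glycerolipid score rose by 0.19 (q = 0.0167) with log2(TPM + 1) and by 0.23 (q = 0.0133) with log2(TPM + 0.1), past the threshold, and changed by −0.0248 for summed TPM, its q ranging from 0.0133 to 0.760. The glycerophospholipid score turned to 0.0582 and 0.0834 with log2(TPM + 1) and log2(TPM + 0.1) (q from 0.261 to 0.587 over its alternatives). The fatty acid biosynthesis score turned to 0.0139, 0.0538 and 0.19 with log2(TPM + 1), log2(TPM + 0.1) and summed TPM (q from 0.375 to 0.907). The median change of all genes between tumors and peritumoral liver was 0.00 with TMM, 0.01 with size factors and 0.09 with log2(TPM + 1), about as much as these scores moved between those scalings.

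On PC2, the difference between diets was −18.2 with all genes (exact permutation p = 0.0170) and −7.56 without the pancreas-correlated genes (exact permutation p = 0.0473). Within nonDEN liver it was −43.8 and −22.5 in the same settings (exact permutation p = 0.0286 in both, the smallest that 4 samples against 3 allow). Between DEN L-CD and nonDEN L-CD, the difference on PC1 was 12.4 with all genes and 10.0 without the pancreas-correlated genes (exact permutation p = 0.0286 in both), past the threshold, and its p ranged up to 0.686 over the other settings with all samples. Between DEN PT-WD and DEN L-CD, the difference on PC2 did not pass the threshold in any setting (−7.77 to −1.02 with all samples, exact permutation p from 0.242 to 0.792). The share of PC1 was 37.6% with all genes, 44.8% with 2000 genes, 40.6% with log2 CPM, 42.9% with log2(TPM + 1) and 51.1% without the pancreas-correlated genes. The share of PC2 was 12.3% with all genes, 13.4% with 2000 genes and 10.5% without the pancreas-correlated genes. The genes of Table S7 below 1 FPKM numbered 21 with the highest single sample and 37 with TPM, in place of 59. Within 5%, 5 published fluxes lay at their bound, in place of 1.

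Across the fits that each left out one replicate, the counts ranged from 507 to 959 for nonDEN L-WD, 430 to 842 for DEN L-CD, 1630 to 2134 for DEN PT-WD and 2976 to 3171 for DEN T-WD against nonDEN L-CD. They ranged from 5 to 64 for DEN L-CD, 201 to 604 for DEN PT-WD and 2228 to 2541 for DEN T-WD against nonDEN L-WD, from 173 to 437 for DEN PT-WD and 2132 to 2344 for DEN T-WD against DEN L-CD, from 1114 to 1316 for tumors against peritumoral liver, from 232 to 600 for the interaction and from 51 to 60 for Table S10. The difference of DEN from nonDEN on PC1 ranged from 23.3 to 28.9, that of DEN L-CD from nonDEN L-CD from 0.518 to 11.1, that between diets on PC2 from −10.8 to −4.22 (exact permutation p from 0.0462 to 0.443), and that within nonDEN liver from −13.7 to 5.81, reversed without nonDEN L-CD replicate 2. The share of PC1 ranged from 45.9% to 50.5% and that of PC2 from 14.8% to 18.6%. *Cpt1a* ranged from −0.0535 to 0.12 and reversed in 4 of 14 fits (without peritumoral replicates 3 or 8, or tumor replicates 3 or 4). *Dgat1* ranged from −0.0025, without tumor replicate 5, to 0.10.

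Depth limits genes with few counts: genes at or under 3 counts in every library of a group, such as *Rptn*, *Gm7334* and *Cdh17*, have a fold that is only a lower bound.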

Differences from the paper's values

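Of the 116 tested genes of Table S10, all had the sign of the paper's log2 fold change, and 2 differed from it by more than the standard error. For *A4gnt* the log2 fold change was −1.07, against the paper's −0.40, and for *Lpcat4* it was 1.49, against the paper's 0.81. With DESeq2 and apeglm, the tool that the paper's methods name and an alternative set before the data were examined, neither differed, and the largest gap over the 116 genes was 0.02. With the replicate block, *Lpcat4* (0.54) was within the error of the paper's value, but 29 of 113 genes differed from the paper's, with a largest gap of 0.878. So were *A4gnt* without peritumoral replicate 6 (−0.55) and *Lpcat4* without peritumoral replicate 1 (1.40). DESeq2's Wald test, DESeq2's size factors, no filter on low counts and a fit of the compared groups alone left both genes different, and 3 genes in all differed with the Wald test and with the size factors. With apeglm and no filter on low counts, which was chosen after seeing the values, neither differed, and the largest gap was 0.01.

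The paper ties PC2 to diet (Figure 1C). The difference between diets on PC2 was −8.98 (exact permutation test, two-sided, p = 0.117). It had a p-value under 0.05 with all genes (−18.2, exact permutation p = 0.0170), without nonDEN L-WD replicate 2 (−10.8, exact permutation p = 0.0462) and, in a setting chosen after seeing the values, without the pancreas-correlated genes (−7.56, exact permutation p = 0.0473). Between the diets in DEN liver, DEN PT-WD against DEN L-CD, it was −4.53 (exact permutation p = 0.572).

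The paper describes expression of lipid synthesis genes as higher in tumors. The scores set beside this statement cover whole subsystems, not only synthesis genes or the reaction genes of Figure S4A. The glycerolipid score rose by 0.10 (exact permutation p = 0.0809, q = 0.135), and the glycerophospholipid and fatty acid biosynthesis scores changed by −0.04 and −0.07. With log2(TPM + 1) and log2(TPM + 0.1), the glycerolipid score was significantly higher (0.19, q = 0.0167, and 0.23, q = 0.0133), on a scale where with log2(TPM + 1) the median of all genes was also higher by 0.09, the range of q over its alternatives reaching 0.760, and for the other scores no setting gave a significant rise.

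The paper describes expression of *Gpat* as increased in tumors. *Gpam* was higher (0.62, adjusted p = 0.0430 from edgeR's quasi-likelihood test, and up to 0.376 over its alternatives). *Gpat4* (−0.94) and *Gpat2* (−1.25) were lower, *Gpat3* did not differ (−0.12), and the summed TPM of the reaction did not differ (−0.05). Figure S4A of the paper itself shows *Gpat4* lower and *Gpam* higher. Of the other genes it names for acylglycerol synthesis, *Abhd5* was higher (0.95, adjusted p = 0.000134 from the same test). *Mogat1* was lower (−1.60, where the paper's Table S10 gives −1.38), and *Mogat2* was higher (1.89), which rests on tumor replicate 5. *Lpin2* was lower (−0.47), *Lpin3* higher (1.35), and *Lpin1* did not differ (−0.25).

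The paper describes fructose breakdown as a source of lipid precursors that rises in tumors through gene expression. *Khk* was lower in tumors (−0.60, adjusted p = 0.0101 from edgeR's quasi-likelihood test). The TPM of its reaction was lower without a significant difference (−0.38, exact permutation p = 0.0972, q = 0.1945). For serine use in phosphatidylserine synthesis, *Ptdss1* was lower (−0.54).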

Other observations

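The counts of other splits, the sequence shared by *Gm10222*, the test of tumor cells in peritumoral liver and the sex-biased score over genes with little shared sequence were set before their results were seen, and the other tests of this part were chosen only afterwards. The paper does not report the results given here.

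Of the splits of the samples that part the same-numbered pairs, 1 of 8, the real one, gave as many genes for each comparison of nonDEN L-WD, DEN L-CD, DEN PT-WD or DEN T-WD with nonDEN L-CD and for DEN L-CD against nonDEN L-WD. The same held for 1 of 16 in the comparisons of DEN PT-WD or DEN T-WD with nonDEN L-WD or DEN L-CD. Such numbers cannot show a share under 0.05. For tumors against peritumoral liver it was 1 of 64, and the highest number of another split was 679. The highest other number was 577 for nonDEN L-WD against nonDEN L-CD. Splits that part fewer same-numbered pairs also gave fewer genes than the real split in all 10 comparisons, with at most 979 genes, for DEN T-WD against nonDEN L-WD.

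DEN and nonDEN libraries may come from different sequencing or library batches. The mean read length implied by the effective gene lengths was 74.1 in nonDEN and 73.9 in DEN libraries (exact permutation test, two-sided, p = 0.000223, over 2737 genes), and nonDEN L-CD and nonDEN L-WD did not differ in it (exact permutation test, p = 0.371). The difference is small and the ranges overlap, and the labels name no batch. DEN L-CD and nonDEN L-WD, which such a batch would also separate, differed in 39 of 15625 genes, so that a batch effect on many genes was not seen in that comparison, and whether one adds to the changes of single genes was not tested.

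*Gm10222* had 2729 to 10286 normalized counts in nonDEN libraries, 242.9, 0, 7290.8 and 3.7 in DEN L-CD and at most 4.8 in other DEN libraries. All of its words of 50 bases (100%) occur in other genes, such as the mitochondrial gene *mt-Nd4l*, so that the division of reads between copies by RSEM is a candidate explanation, and its change is not evidence of a change of its own transcription.

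Peritumoral liver lay between nonDEN L-WD and tumors. Admixed tumor cells would move genes that are higher in tumors and genes that are lower by the same share. The median share of the way to tumors was 0.233 for 936 higher genes and 0.434 for 498 lower genes, a difference of −0.201. Over the 8 peritumoral samples the shares of the higher and the lower genes correlated (Pearson r = 0.889, exact permutation p = 0.00184; Spearman rho = 0.929, exact permutation p = 0.00223; r = 0.818, exact permutation p = 0.0375 without the 2 samples farthest from the median). A gap in the same direction was also seen without DEN. In nonDEN L-CD the shares were −0.038 to −0.023 for the higher genes and 0.143 to 0.405 for the lower genes. The genes and the zero point both rest on nonDEN L-WD, so the gap does not decide for or against admixture. Admixture may add to the shared variation between samples.

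Fewer hepatocytes were weighed for the lower β-oxidation score in tumors. The score of 10 periportal hepatocyte genes was lower by 0.52 in tumors (log2 change −0.518, exact permutation test, two-sided, p = 0.00633), more than the β-oxidation score. *Alb*, also a hepatocyte gene, went the other way, with a share of counts higher by 4.62 points in tumors (5.31% ± 1.08, SD, n = 8, to 9.93% ± 3.55, SD, n = 6; exact permutation p = 0.00633). In 5 of 6 tumors the share was above all peritumoral samples, but in tumor replicate 5, at 2.89%, it was below all of them, although its periportal score of 8.44 was near the peritumoral mean of 8.42. Of 12 pericentral hepatocyte genes 10 were lower in tumors. The markers of hepatocytes thus did not change together, and they do not settle whether fewer hepatocytes contribute to the decrease. Total counts did not differ between tumors and peritumoral liver (exact permutation test, p = 0.746), so that library size was not found to differ.

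Several of the genes with the largest changes in peritumoral liver, such as *Akr1c18*, *Cyp2b13*, *Mup7* and *Mup12*, led to the hypothesis that sex-biased liver expression shifts in these male mice. From lists of 16 female-biased and 16 male-biased genes, written without those genes, the female-biased minus male-biased score was −7.57 ± 0.50 (SD, n = 4) in nonDEN L-WD and −5.15 ± 0.87 (SD, n = 8) in DEN PT-WD, a difference of 2.425 (exact permutation test, two-sided, p = 0.00202), with 8 of 8 peritumoral samples above all nonDEN L-WD samples. Between DEN L-CD and nonDEN L-CD the difference was 0.96 (exact permutation p = 0.0286, the smallest that 4 samples against 3 allow; 4 of 4 samples above), and between tumors and peritumoral liver 0.81 (exact permutation p = 0.137; 1 of 6 tumors above all peritumoral samples). Diet alone, nonDEN L-WD against nonDEN L-CD, gave a difference of 1.02 (exact permutation p = 0.0571, 4 of 4 samples above). This was about as large as that of DEN on CD, and whether the shifts with diet and with DEN differ was not tested. Over the 12 female-biased and 8 male-biased genes with little shared sequence, the difference between DEN PT-WD and nonDEN L-WD was 2.12 (exact permutation p = 0.00202) and that between tumors and peritumoral liver 1.00 (exact permutation p = 0.0353), so that reads shared between paralogs do not account for the former. Female animals were ruled out by *Xist*, with at most 0.21 TPM, and *Ddx3y*, with at least 38.6 TPM in the DEN libraries. The shift remains a hypothesis, since it was found and tested on the same data. The labels name no batch that would account for it.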
